# Melatonin Enhances the Therapeutic Effect of Plasma Exosomes Against Cerebral Ischemia-Induced Pyroptosis Through the TLR4/NF-κB Pathway

**DOI:** 10.3389/fnins.2020.00848

**Published:** 2020-08-18

**Authors:** Kankai Wang, Junnan Ru, Hengli Zhang, Jiayu Chen, Xiao Lin, Zhongxiao Lin, Min Wen, Lijie Huang, Haoqi Ni, Qichuan Zhuge, Su Yang

**Keywords:** ischemic stroke, melatonin, plasma exosome, pyroptosis, inflammatory response, TLR4/NF-κB signaling pathway

## Abstract

**Introduction:**

Ischemic stroke-induced inflammation and inflammasome-dependent pyroptotic neural death cause serious neurological injury. Nano-sized plasma exosomes have exhibited therapeutic potential against ischemia and reperfusion injury by ameliorating inflammation. To enhance its therapeutic potential in patients with ischemic injury, we isolated exosomes from melatonin-treated rat plasma and assessed the neurological protective effect in a rat model of focal cerebral ischemia.

**Methods:**

Basal plasma exosomes and melatonin-treated plasma exosomes were isolated and intravenously injected into a rat model of focal cerebral ischemia. Neurological recovery was evaluated by determining the modified neurological severity score (mNSS), infarct volume, and brain water content. Pyroptosis in the ischemic cortex was detected through dUTP nick-end labeling (TUNEL) assay, lactate dehydrogenase (LDH) release, and gasdermin D (GSDMD) cleavage. NLRP3 inflammasome assembly and global inflammatory cytokine secretion were detected by enzyme-linked immunosorbent assay (ELISA) and Western blot assay. In immunized Sprague–Dawley rats, microglia pyroptosis was determined through a positive percentage of IBA1^+^ and caspase-1 (p20)^+^ cells. Finally, the microRNA (miRNA) profiles in melatonin-treated plasma exosomes were analyzed by exosome miRNA microarray analysis.

**Results:**

Melatonin treatment enhanced plasma exosome therapeutic effects against ischemia-induced inflammatory responses and inflammasome-mediated pyroptosis. In addition, we confirmed that ischemic stroke-induced pyroptotic cell death occurred in the microglia and neuron, while the administration of melatonin-treated exosomes further effectively decreased the infarct volume and improved recovery of function *via* regulation of the TLR4/NF-κB signaling pathway. Finally, the altered miRNA profiles in the melatonin-treated plasma exosomes demonstrated the regulatory mechanisms involved in neurological recovery after ischemic injury.

**Conclusion:**

This study suggests that nano-sized plasma exosomes with melatonin pretreatment might be a more effective strategy for patients with ischemic brain injury. Further exploration of key molecules in the plasma exosome may provide increased therapeutic value for cerebral ischemic injury.

## Introduction

According to the Global Burden of Disease Study, stroke has become the second leading cause of death and the third leading cause of global disability-adjusted life years, putting tremendous pressure on medical care worldwide (Feigin et al., 2014). As a sudden neurological dysfunction caused by interruption of the blood supply, various pharmacological and cytological therapies have been applied to mitigate post-stroke injury and improve recovery of neurological function. Growing evidence suggests that the inflammatory response and inflammatory cell death play crucial roles in the secondary injury in ischemic stroke (Jin et al., 2010). Although a vast number of systemic studies have been devoted to elucidating the internal mechanisms, there is still missing information and the mechanism content is constantly updated.

Pyroptosis was identified as a programmed form of necrosis, which features a lytic process featuring cell swelling and large bubbles emanating from the plasma membrane (Sarhan et al., 2018). As a high level of inflammatory response, pyroptosis is triggered by nucleotide-binding oligomerization domain-like receptors (NLRs), which recognize various pathological stimuli, including pathogen-associated molecular patterns (PAMPs) and endogenous damage-associated molecular patterns (DAMPs). Important compounds of the inflammasome are the NLRPs (NOD-like receptors containing pyrin domains), which consist mainly of NLRP3 and NLRP1. NLRP3 interacts with pro-caspase-1 upon connection with the apoptosis-associated speck-like protein containing the CARD (ASC) adapter, leading to the cleavage of precursors of inflammatory cytokines into mature forms, including interleukin-18 (IL-18) and interleukin-1β (IL-1β) (He et al., 2016). Activated caspase-1 subsequently cleaves and releases the N-domain of gasdermin D (GSDMD), which eventually forms membrane pores and releases mature inflammatory mediators into the extracellular space, causing a severe inflammatory cascade reaction (Liang and Liu, 2016). Studies have shown that inflammation-related pyroptosis is an important factor affecting stroke prognosis (Jin et al., 2010). In a rat stroke model, the protein GSDMD promptly increased and then climbed to a peak 24–48 h post-ischemia, indicating that pyroptosis occurs efficiently during cerebral ischemia injury (Zhang D. et al., 2019).

Exosomes are nano-sized extracellular vesicles (EVs) secreted by living cells into the extracellular fluids, and biofluids such as blood, urine, and cerebrospinal fluid have all been proven to secrete exosomes (Zhang et al., 2015). Recently, exosomes have received widespread attention for their inclusive composition (Zhang X. et al., 2019). These nanocarriers contain proteins, lipids, and nucleic acids, which are the major mediators of cell–cell communication and play regulatory roles in several cellular processes such as immune regulation (Vanni et al., 2017; Zhang X. et al., 2019). In addition, plasma exosomes from young individuals have been reported to have anti-inflammatory effects on ischemia (Lee B.R. et al., 2018); nevertheless, the mechanism by which exosomes protect nerve cells from ischemia injury remains unclear. Numerous studies have confirmed that the microRNAs (miRNAs) in exosomes function as key factors in the regulatory process of inflammation, angiogenesis, cellular transport, apoptosis, and proteolysis (Eirin et al., 2014; Liu et al., 2016). A class of exosomal miRNAs such as microRNA-29a, microRNA-9, microRNA-30c-5p, microRNA-30d, and microRNA-155 have been proven to modulate the cell pyroptotic process after brain injury (Li et al., 2014; Jeyabal et al., 2016; Wu et al., 2016; Minghua et al., 2018; Ding et al., 2020). Previous studies have shown altered miRNA profiles in the plasma or exosomes in various physiological environments or after pharmacological treatments (Minghua et al., 2018; Yoon et al., 2020; Zhang and Jin, 2020). Therefore, it is of significant interest to determine the composition and function of exosomal miRNAs in inflammasome-dependent pyroptosis during cerebral ischemic injury.

Melatonin is a potent free radical scavenger and broad-spectrum antioxidant that is synthesized by the pineal gland or other organs and has been shown to inhibit inflammation and apoptosis in cerebral ischemic injury (Rancan et al., 2018). However, the specific mechanism has not yet been clearly explained. Interestingly, some studies have found that melatonin can affect the composition of exosomes, such as microRNA (Cheng et al., 2017; Alzahrani, 2019; Hunsaker et al., 2019; Yoon et al., 2020), suggesting that it has versatile therapeutic means to improve stroke prognosis. In this study, we investigated the therapeutic effect of plasma exosomes against ischemia-induced inflammation and inflammasome-dependent pyroptosis. Based on these findings, we suggest that melatonin alters the microRNA profiles in plasma exosomes and ultimately improves stroke recovery. However, the correlation between the anti-pyroptotic mechanisms and the specific miRNA functions requires further research.

## Materials and Methods

### Animals and Ethics Statement

Sprague–Dawley rats weighing 200–250 g were purchased from the Shanghai Charles River Experimental Animal Limited Liability Company (Shanghai, China). The animals were housed in a standardized animal care center with appropriate temperature and humidity with a 12 h light/dark cycle. Rats were given free access to food and water. All experimental procedures were approved by the Ethics Committee of Wenzhou Medical University and were carried out in strict accordance with the animal care and use guidelines of the National Institutes of Health.

### Stroke Model and Exosome Injection

The permanent distal middle cerebral artery occlusion (pMCAO) model was used to create permanent focal ischemia, as previously described (Ren et al., 2018). Briefly, Sprague–Dawley rats were anesthetized and incised between their left eye socket and tragus. With the temporal muscles separated, a 3 mm diameter bone window was drilled for left middle cerebral artery exposure. After separation and blocking of the common carotid arteries on both sides, the distal middle cerebral artery was cauterized for permanent blocking. The carotid arteries were then released, and wounds were sutured with continual vital signs monitoring. The sham group underwent the same surgical procedure without cerebral artery blocking. To explore the influence of exosomes (Exo) and melatonin-Exo on pMCAO-induced cerebral injury, exosomes derived from rat plasma suspended in phosphate-buffered saline (PBS) were injected intravenously through the tail vein at a concentration of 100 μg per rat at 1, 12, and 36 h after cerebral artery blocking. The pMCAO group received an equal volume of PBS. All experiments followed the schedule shown in Figure 1A.

**FIGURE 1:**
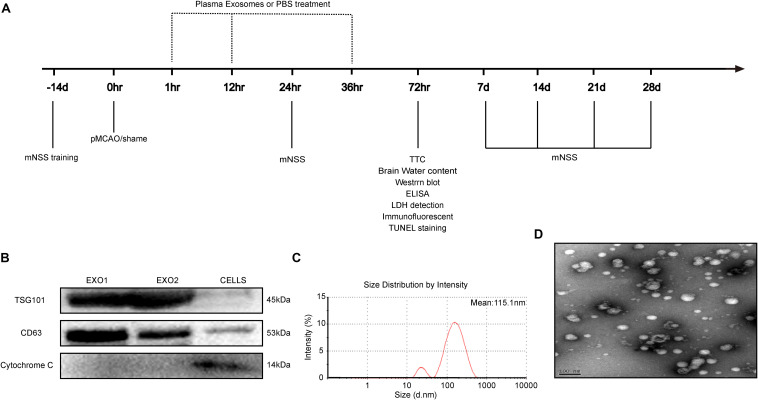
Time axis and characterization of exosomes. **(A)** Experimental design time axis of this study. **(B)** Western blot analysis of the specific exosome, including TSG101, CD63, and cytochrome C. **(C)** Particle size distribution measured by nanoparticle tracking analysis system. **(D)** Morphology observed by transmission electron microscope.

### Isolation and Characterization of Serum Exosomes

Melatonin dissolved in 0.9% saline (with 5% DMSO) was injected intraperitoneally once a day for seven consecutive days (10 mg/kg). At day 8, the rats were sacrificed and blood was collected for plasma acquisition. Plasma exosomes were then extracted with a Total Exosome Isolation Kit (Invitrogen). The isolated exosomes were suspended in PBS for further characterization. Exosome size distribution and concentration were analyzed using a ZETASIZER Nano series-Nano-ZS system. Vesicles were visualized by light scattering using a Hitachi H-7650 transmission electron microscope. Specific exosome markers including TSG101, CD63, and cytochrome C were determined through Western blot analysis.

### TTC Staining

Three days after stroke, the brain was excised and cut into five pieces. The sections were then immersed in preheated 2% 2,3,5-triphenyltetrazolium chloride (TTC; Sigma Aldrich) solution for 20 min. After washing with PBS, the sections were placed with the frontal pole toward the front and captured with a camera. Finally, the infarct volume was calculated by ImageJ software.

### Neurobehavioral Training and Evaluation

The modified neurological severity score (mNSS) test was used to assess neurological deficits, as described previously (Longa et al., 1989). The mNSS includes multiple tasks to assess motor, sensory, reflex, and balance abilities and is conducted at 1, 7, 14, 21, and 28 days after surgery, with a maximum deficit score of 18. A higher score indicates more severe neurological dysfunction. All mice were pre-trained for 14 days before the operation until their performance reached a steady state.

### Assessment of Cerebral Edema

Brain water content (BWC) was evaluated as previously described (Ishrat et al., 2015). Rat brain tissues were taken 3 days after surgery, and the ipsilateral and contralateral sides were then separated and weighed for wet weight (WW). The tissues were dried in an oven at 100°C for 24 h to obtain a dry weight (DW). BWC was calculated using the following formula: 100% × (WW − DW)/WW.

### Western Blot Analysis

Total proteins were extracted from brain tissues using RIPA lysis buffer (Thermo Fisher Scientific, United States) and quantified with a bicinchoninic acid (BCA) Protein Assay Kit (Thermo Fisher Scientific, United States) according to the manufacturer’s instructions. Sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) was then conducted. After being transferred onto polyvinylidene fluoride (PVDF) membranes, the membranes were blocked with 5% milk for 2 h, followed by incubation at 4°C for 24 h with primary antibodies against the following proteins: α-tubulin (1:1,000, CST, Shanghai, China); NLRP3 (1:1,000, CST, Shanghai, China); ASC (1:1,000, Santa Cruz, Shanghai, China); caspase-1 (1:1,000, CST, Shanghai, China); GSDMD (1:1,000, Abcam, Cambridge, United Kingdom); TLR4 (1:1,000, Abcam, Cambridge, United Kingdom); and NF-κB (1:1,000, Abcam, Cambridge, United Kingdom). The membrane was further incubated with a secondary antibody and then detected using the Bio-Rad ChemiDoc XRS imaging system. ImageJ software was used to analyze immunoreactive bands. The target protein signal intensities were compared to either the α-tubulin or β-actin intensity.

### Enzyme-Linked Immunosorbent Assay and Serum LDH Detection

The secretion levels of TGF-β, TNF-α, IL-6, IL-1β, IL-10, IL-18, TLR4, HMGB1, and NF-κB were measured using an enzyme-linked immunosorbent assay (ELISA) kit (Beyotime, Shanghai, China) according to the manufacturer’s instructions. Plasma lactate dehydrogenase (LDH) detection was measured using an LDH activity detection kit (Solarbio, Beijing, China).

### Immunofluorescence

Brain sections were fixed with 4% paraformaldehyde at room temperature for 20 min and then incubated in PBST (0.4% triton in PBS) containing 5% bovine serum albumin (BSA) solution (Santa Cruz, Shanghai, China) for 30 min to block non-specific staining. Next, the sections were incubated with primary antibodies at 4°C overnight, followed by incubation with the corresponding secondary antibody at 37°C for 1 h. The nuclei were counterstained with DAPI (Abcam). Then, the sections were examined with a scanning fluorescence microscope (Leica Microsystems) and analyzed using ImageJ software.

### TdT-Mediated dUTP Nick-End Labeling Assays

A One Step dUTP nick-end labeling (TUNEL) Apoptosis Assay Kit (Beyotime, Shanghai, China) was used to detect cell apoptosis according to the manufacturer’s instructions. Briefly, the cells were incubated with 50 μl TUNEL detection mixture at 37°C for 1 h in the dark and rinsed in PBS. Subsequently, 50 μl streptavidin–horseradish peroxidase (HRP) solution was added and incubated for 30 min at room temperature. DAB staining was then performed, followed by hematoxylin staining of the nuclei.

### miRNA Microarray Analysis

The NEB Next Multiplex Small RNA Library Prep Set for Illumina (NEB, United States) was used for RNA library preparation according to the manufacturer’s protocol. Briefly, total RNA extracted from each plasma exosome sample was ligated with 3′ and 5′ adapters for Illumina. After sample quality control and quantification with a NanoDrop ND-1000, reverse transcription was conducted using ProtoScript II Reverse Transcriptase (NEB, United States). An Agilent 2100 Bioanalyzer was used for library quality control and quantification. The cDNA library for 135–155 bp (corresponding to single-end small RNA at 15–35 nt) was selected for miRNA sequencing with an Illumina NextSeq 500 instrument (Illumina Inc., United States). Solexa CHASTITY was used for quality screening of clean reads, and the 3′ ends of the sequenced reads were removed to obtain trimmed reads that were at least 15 nucleotides in length. Filtered reads were annotated using miRDeep2. Altered levels of the miRNA expressions (normalized) in exosomes were calculated with fold change > 1.5 and *P*-values < 0.05 (Student’s *t*-test).

### Target Prediction and Bioinformatics Analysis

The sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO^1^) with the accession number GSE147578.

To detect the top expressed miRNAs in plasma exosomes and alternative expressions after melatonin treatment, edgeR was used to identify differentially expressed genes. All predicted genes with a target prediction score ≥ 80 were subjected to Gene Ontology (GO) for gene enrichment and functional annotation analyses.

### Statistical Analysis

GraphPad Prism software was used for the statistical analyses. The measured data are expressed as the mean ± SD. Differences between the two groups were evaluated by Student’s *t*-test. Analysis of variance (ANOVA) was used to compare three or more groups. *P* < 0.05 was considered statistically significant.

## Results

### Isolation and Identification of Exosomes

Adult male rats (200–250 g) received intraperitoneal injections for seven consecutive days with a control solvent (5% DMSO + PBS) or melatonin (10 mg/kg, dissolved in 5% DMSO + PBS). On day 8, plasma exosomes (EXO1 represented basic plasma exosomes and EXO2 represented melatonin-treated plasma exosomes) were isolated and identified. Concurrently, cell extraction from the microglial BV2 cell line was selected as a control for exosome identification. We detected the characteristic biomarkers of exosomes, TSG101 and CD63, which were expressed at higher levels in the exosomes than in the control cells, while cytochrome C (negative marker for exosomes) was absent or underrepresented in the exosomes (Figure 1B). The spherical morphology characteristics and a diameter of 30–150 nm with an average particle size of 115.1 nm were confirmed through nanoparticle tracking analysis (NTA) (Figure 1C) and transmission electron microscope (TEM) (Figure 1D) and were in agreement with other studies (Lotvall et al., 2014). Taken together, these data demonstrate that the isolates had all the characteristics of purified exosomes.

### Melatonin Enhances the Therapeutic Effect of Exosomes by Reducing Brain Damage and Promoting Functional Recovery After Stroke

Studies have confirmed the therapeutic effect of young rat plasma exosomes on cardiac ischemia–reperfusion injury and angiogenesis (Vicencio et al., 2015; Chen et al., 2020). To investigate the effect of melatonin on exosomes in the treatment of ischemic stroke, plasma exosomes from melatonin- or PBS-treated adult rats were prepared for treatment. As shown in Figure 2, the EXO1 group (pMCAO with EXO1 treatment, 100 μg) and the EXO2 group (pMCAO with EXO2 treatment, 100 μg) had lower mNSS than the pMCAO group (equal volume of PBS treatment). At 28 days after stroke, the EXO1 group score was 5.25 ± 0.4523, which was significantly lower than that of the pMCAO group, approximately 6.583 ± 0.5149 (*P* < 0.001). Whereas the score of the EXO2 group was even lower at 3.667 ± 0.4924, which was more significant than that of the EXO1 group (*P* < 0.001), indicating that the EXO2 group received better therapeutic action. Similarly, the TTC staining assay showed that the cerebral infarction of the EXO1 group exhibited a smaller infarct size of 9.915 ± 1.504% compared to 15.64 ± 2.354% in the pMCAO group (*P* < 0.05). The infarct size decreased even further to 2.98 ± 0.7406% in the EXO2 group (*P* < 0.01, compared with EXO1), suggesting that melatonin enhanced the effect of exosomes on reducing the infarct volume. Moreover, the BWC assay showed that the brain water content of the EXO1 and EXO2 groups decreased to 79.525 ± 0.358% (*P* < 0.01, compared with the pMCAO group) and 77.505 ± 0.527% (*P* < 0.001, compared with the EXO1 group), respectively, compared with the pMCAO group (81.178 ± 0.584) and sham group (76.840 ± 0.515), suggesting that EXO2 is more significant for the prognosis of stroke in rats. Therefore, we believe that melatonin enhanced the plasma exosomes’ ability to improve neural functional recovery.

**FIGURE 2:**
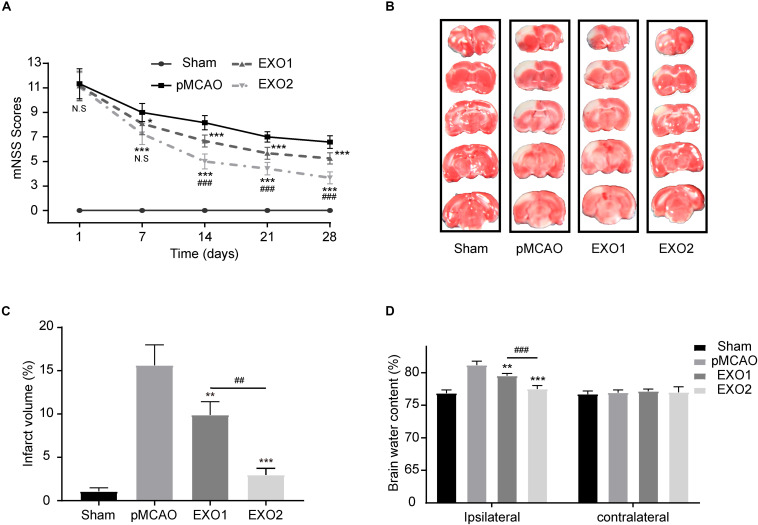
Exosome treatment reduced brain damage and promoted functional recovery after stroke. **(A)** Neurological recovery was evaluated by the modified neurological severity score (mNSS) at 1, 7, 14, 21, and 28 days post-permanent distal middle cerebral artery occlusion (pMCAO, *n* = 12). **(B,C)** Representative images of 2,3,5-triphenyltetrazolium chloride (TTC) staining in five sequential brain slices from the various groups of rats (*n* = 3). **(D)** Brain water content was evaluated at 72 h post-injury (*n* = 4). Data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 *vs*. the pMCAO group. ^##^*P* < 0.01, ^###^*P* < 0.001 *vs*. the EXO1 (basic plasma exosomes) group.

### Melatonin-Exosomes Protected Against Ischemia-Induced Pyroptosis Through an NLRP3-Mediated Pathway

Inflammation-related pyroptosis is reported to play an important role in the secondary injury of stroke (Zhang D. et al., 2019). Studies have confirmed that pyroptosis reached its peak at 24–48 h post-stroke, then gradually decreased (Shi et al., 2017; Evavold et al., 2018). To investigate the regulatory roles of melatonin (MT)-exosomes in the pyroptotic process, we analyzed the anti-apoptosis effect after ischemic stroke. The TUNEL assay showed a noticeable decrease in apoptotic death in the EXO1 group, from approximately 69.11 ± 5.508% to 51.5 ± 5.679%. Meanwhile, the EXO2 group exhibited a more significant suppression of cell death (*P* < 0.01, compared with the EXO1 group) (Figures 3A,B), indicating that melatonin enhanced the inhibitory effect of adult rat plasma exosomes against ischemia-induced cell death. In addition, cleavage of GSDMD (p30) (Figures 3D,H) and increased LDH secretion (Figure 3C) after cerebral ischemia indicated GSDMD membrane pore formation (Bortolotti et al., 2018) and cellular content release. With regard to GSDMD and LDH, the EXO2 group showed a more significant reduction compared with the EXO1 group, indicating that MT-exosomes are more conducive to the prevention of pyroptotic cell death in the pMCAO model. Moreover, by detecting the NLRP3–caspase-1 axis (Figures 3D–G), the results revealed that the NLRP3 inflammasome assembled proteins, including NLRP3, ASC, and caspase-1 (p20), were all decreased after exosome administration, and the EXO2 group showed a larger inhibitory action on NLRP3 inflammasome assembly (*P* < 0.01, compared with the EXO1 group). These results demonstrated that adult plasma exosomes can inhibit NLRP3-mediated pyroptosis after stroke, and the inhibitory effect could be strengthened with melatonin treatment.

**FIGURE 3:**
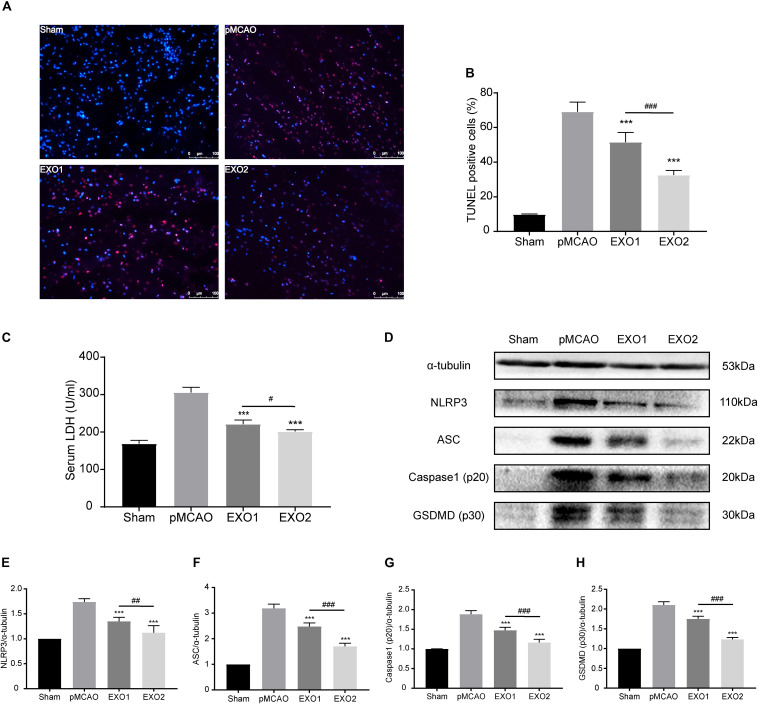
Administration of basic plasma exosomes (EXO1) and melatonin-treated plasma exosomes (EXO2) inhibited NLRP3-dependent pyroptosis in the ischemic cortex. **(A)** dUTP nick-end labeling (TUNEL) assay was used to detect the apoptosis of cortical nerve cells post-ischemic injury. Representative images of the TUNEL-positive apoptotic cells (*red*) in sagittal brain sections at day 3 post-injury. The nuclei of all cells were stained with DAPI (*blue*, *n* = 5. **(B)** Comparison of the number of TUNEL-positive cells with EXO1 or EXO2 treatment. **(C)** Lactate dehydrogenase (LDH) release for the detection of cell membrane pore formation (*n* = 5). **(D–H)** Western blot analysis of NLRP3, ASC, active caspase-1, and active GSDMD (N-terminal, *n* = 5). Data are presented as the mean ± SD. ***P < 0.001 *vs*. the permanent distal middle cerebral artery occlusion (pMCAO) group. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 *vs*. the EXO1 group.

### Melatonin-Treated Exosomes Reduced Microglia and Neuron Pyroptosis in an Ischemic Stroke Model

It has been proven that inflammatory pyroptosis in the brain after stroke is mainly mediated by the microglia (Mamik and Power, 2017; Fricker et al., 2018). Therefore, we performed immunofluorescence staining of the brain tissue to explore microglial pyroptosis. The results revealed that the number of pyroptotic microglia in the pMCAO group was approximately 54.56 ± 3.39, which was significantly higher than that in the sham group and was in accordance with a previous study. After treatment with EXO1 and EXO2, the pyroptotic numbers decreased to 39.22 ± 1.698 and 25.89 ± 2.137, respectively (*P* < 0.001, IBA1 stains the microglia and caspase-1 stains pyroptotic cells) (Figure 4), which were in accordance with the former results. These results indicate that plasma exosomes pretreated with melatonin can better inhibit the occurrence of microglial pyroptosis, thereby blocking the initiation of the inflammatory response after stroke.

**FIGURE 4:**
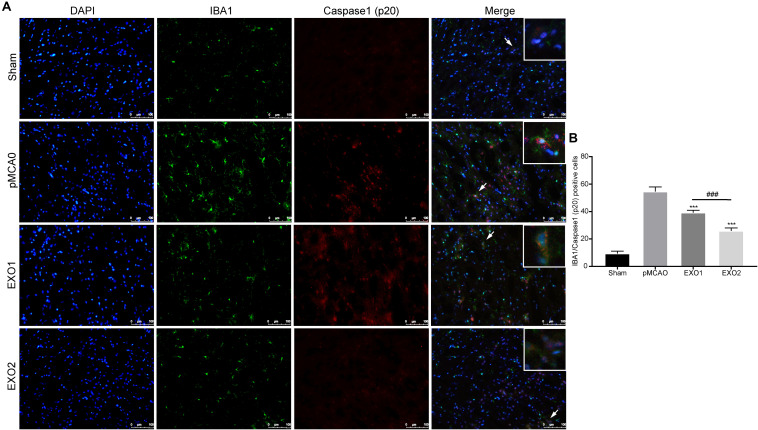
Melatonin-treated exosomes ameliorated microglia pyroptosis in permanent distal middle cerebral artery occlusion (pMCAO) rats. **(A)** Representative photographs of double immunofluorescence staining for Iba-1 (*green*) and cleaved caspase-1 (*red*) in the cortex at 72 h post-injury. **(B)** Statistical analysis of the immunofluorescence-positive cells. *Scale bars*, 100 μm (*n* = 5). Three sections were taken from each rat, and three fields were randomly selected within the penumbra area of each section. After cell counting, the average value was calculated and used for statistical analysis. Data are presented as the mean ± SD. ***P < 0.001 vs. the pMCAO group. ^###^*P* < 0.001 vs. the EXO1 (basic plasma exosomes) group.

The anti-pyroptotic role in neurons was also detected. A former result (Figure 3) has declared the protective role of exosomes in preventing neuronal death in ischemic penumbra. Here, we detected the pyroptosis occurrence in neurons around the infarction area. The result showed that the number of pyroptotic neurons in the pMCAO group was 42.24 ± 3.65, while with treatments of EXO1 and EXO2, the pyroptotic numbers decreased to 30.64 ± 3.00 and 21.49 ± 2.36, respectively (Figure 5), indicating a more powerful protective effect of the melatonin-treated exosomes in preventing neurons from pyroptotic death.

**FIGURE 5:**
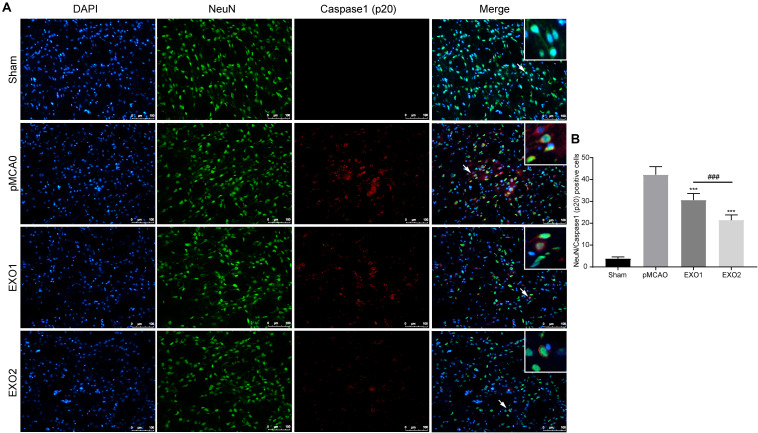
Melatonin-treated exosomes ameliorated neuron pyroptosis in permanent distal middle cerebral artery occlusion (pMCAO) rats. **(A)** Representative photographs of double immunofluorescence staining for NeuN (*green*) and cleaved caspase-1 (*red*) in the cortex at 72 h post-injury. **(B)** Statistical analysis of the immunofluorescence-positive cells. *Scale bars*, 100 μm (*n* = 5). Three sections were taken from each rat, and three fields were randomly selected around the infarction area of each section. After cell counting, the average value was calculated and used for statistical analysis. Data are presented as the mean ± SD. ***P < 0.001 *vs*. the pMCAO group. ^###^*P* < 0.001 *vs*. the EXO1 (basic plasma exosomes) group.

### Melatonin-Treated Exosomes Alleviated the Post-stroke Inflammatory Response Through the TLR4/NF-κB Pathway

Persistent neuroinflammation is commonly observed after ischemic stroke. To investigate the regulation of exosomes on the global inflammatory response after ischemic stroke, we examined the inflammatory and anti-inflammatory cytokine secretion profiles. Our data showed that basal plasma exosome administration effectively reduced the ischemia-induced inflammatory cytokine levels, including IL-1β, IL-18, IL-6, TNF-α, and HMGB1, and increased the anti-inflammatory cytokines TGF-β and IL-10 secretion, indicating its anti-inflammatory role in ischemic stroke (Figures 6A–G). MT-exosome treatment exhibited a more significant suppression of IL-1β, IL-18, IL-6, TNF-α, and HMGB1 secretions and increases in IL-10 and TGF-β, suggesting that melatonin enhances the anti-inflammatory potential of plasma exosomes.

**FIGURE 6:**
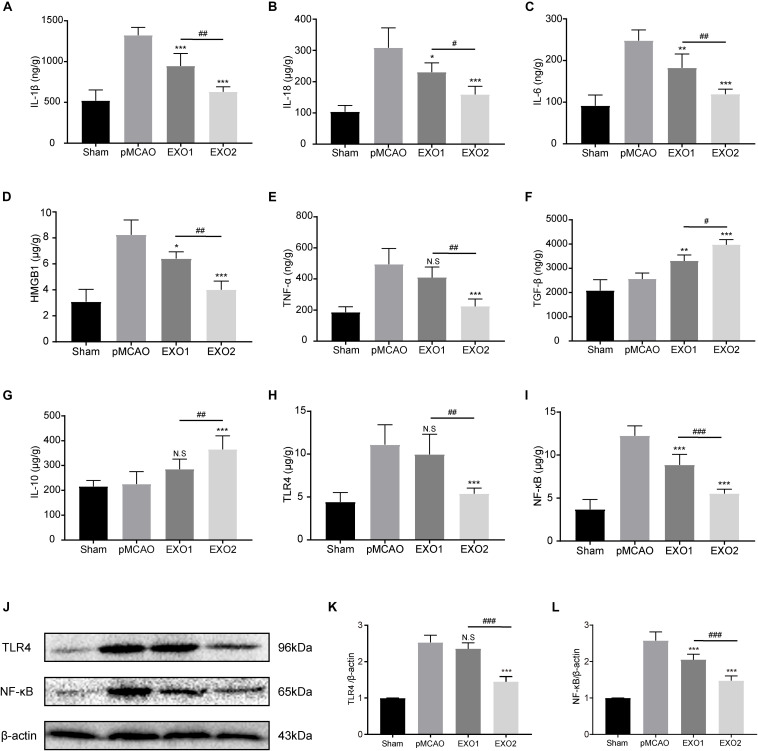
Basic plasma exosomes (EXO1) and melatonin-treated plasma exosomes (EXO2) reduced the expression of inflammatory cytokines in the cortex after permanent distal middle cerebral artery occlusion (pMCAO) through the TLR4/NF-kB pathway. **(A–G**) The concentrations of the inflammatory-associated cytokines in the cortex were detected through enzyme-linked immunosorbent assay (ELISA) at 72 h (*n* = 5). **(H–L)** The levels of TLR4 and NF-κB in the cortex were measured by ELISA and Western blotting at 72 h (*n* = 5). Data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 vs. the pMCAO group. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 vs. the EXO1 group.

The alternative expressions of the downstream inflammatory factors (IL-6, TNF-α, and HMGB1) indicated the possibility of regulating upstream regulatory elements. To investigate the regulatory mechanism of exosomes on the inflammatory response, the Toll-like receptors/nuclear factor kappa-B (TLR/NF-κB) pathway-associated proteins were detected. As shown in Figures 6H–L, the protein expressions of TLR4 and NF-κB p65 in the cerebral cortex increased significantly in the pMCAO group compared with those in the sham group (*P* < 0.01), while the administration of EXO1 greatly reduced the expression of NF-κB p65. In comparison with the EXO1 group, EXO2 treatment resulted in a more pronounced reduction in both TLR4 and NF-κB expressions (*P* < 0.05), suggesting that melatonin enhances the anti-inflammatory potential of plasma exosomes through the TLR4/NF-κB pathway.

### miRNA Expression Profiles in Adult Rat Plasma Exosomes

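Small RNA libraries had been made from plasma exosomes of male Sprague–Dawley rats, 3 libraries after injections of the solvent alone (EXO1) and 3 after melatonin (EXO2). Melatonin, the hormone of the pineal gland, was injected intraperitoneally at 10 mg/kg for 7 days in a carrier with 5% DMSO, and plasma was collected on day 8. The methods name saline as the carrier, whereas the results section and the sample labels name PBS. The methods also name a commercial kit for exosome isolation, whereas the labels describe centrifugation of the plasma. Although the methods head this experiment as a microarray, both sources describe sequencing of small RNA on an Illumina instrument. The labels do not say whether each library came from a separate rat, so the p-values given with these data measure the spread between libraries, which may be technical. The authors kept reads of at least 15 nucleotides and annotated them with miRDeep2, and the submitters' processing notes name cutadapt, Bowtie and edgeR. The deposited table gives each library a value per mature miRNA, headed as CPM. Within a relative tolerance of 1e-06, 100% of the values in each library were whole multiples of 1 step, taken as the worth of 1 read. Divided by that step, the values gave 5868405, 2279500 and 2819755 miRNA reads in EXO1 replicates 1, 2 and 3, and 3033119, 4999379 and 3731535 reads in EXO2 replicates 1, 2 and 3. The libraries had been scaled by composition factors of 0.264, 1.85 and 1.52 in EXO1 and 1.38, 1.04 and 0.941 in EXO2, which equal the TMM factors recomputed from the reads (largest difference 0.0%). The low factor of EXO1 replicate 1 places its values above plain CPM. Outside miRNAs known from red blood cells and muscle, the libraries held 560861, 1203266 and 2472144 reads in EXO1 and 1245191, 1700319 and 1169180 in EXO2, so EXO1 replicate 1 was the shallowest for all other miRNAs. Of 468 rows, 420 were kept, with the row of the highest summed value for each of 43 mature miRNAs listed more than once. EXO2 was compared with EXO1 by limma with a mean-variance trend on log2(normalized CPM + 1), over the 410 miRNAs above 0 in at least 2 libraries, with Benjamini-Hochberg adjustment. On this scale the fold change of a low miRNA is understated. A value of 0 allows up to 3 reads, which is 1.90, 0.649 and 0.663 normalized CPM in the EXO1 libraries and 0.664, 0.538 and 0.798 in EXO2. Reads without molecular identifiers are not independent molecules, so these floors and all binomial intervals cover counting error only.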

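The EXO2 libraries were dominated by miR-451-5p, an erythroid miRNA that is abundant in red blood cells. It took 50.7%, 56.5% and 60.6% of the reads of the EXO2 libraries, against 6.80%, 18.5% and 9.34% of the EXO1 libraries. The EXO1 libraries were led by different miRNAs. In EXO1 replicate 1, miR-1b of the muscle miR-1 family took 80.9% (95% Wilson interval 80.92% to 80.98%), against 22.5% in replicate 2 and 0.849% in replicate 3. These reads lower the share of every other miRNA in EXO1 replicate 1. Outside muscle miRNAs, miRNAs known from red blood cells took 45.2%, 31.2% and 11.5% of the reads in EXO1 and 58.4%, 65.5% and 68.4% in EXO2. In EXO1 replicate 3 the leading miRNAs were miR-21-5p at 11.6% (95% Wilson interval 11.53% to 11.60%) and miR-143-3p, abundant in smooth muscle, at 11.5%, followed by miR-451-5p and the hepatocyte miR-122-5p at 7.83%. The 10 most abundant miRNAs of a library took 93.4, 68.1 and 65.7% of its reads in EXO1 and 71.9, 76.4 and 79.1% in EXO2. Ranked by group mean, 12 miRNAs were among the 20 most abundant of both groups, among them miR-451-5p, miR-1b, miR-148a-3p, miR-26a-5p and let-7f-5p. By group mean, miR-451-5p stood at 482874 ± 132132 normalized CPM in EXO2 (SD, n = 3) and 134187 ± 104209 in EXO1 (SD, n = 3). The mean of miR-1b in EXO1, 1042040 ± 1704870 (SD, n = 3), rested mostly on replicate 1, and its mean in EXO2 was 8207 ± 3171 (SD, n = 3).

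**Figure D1:**
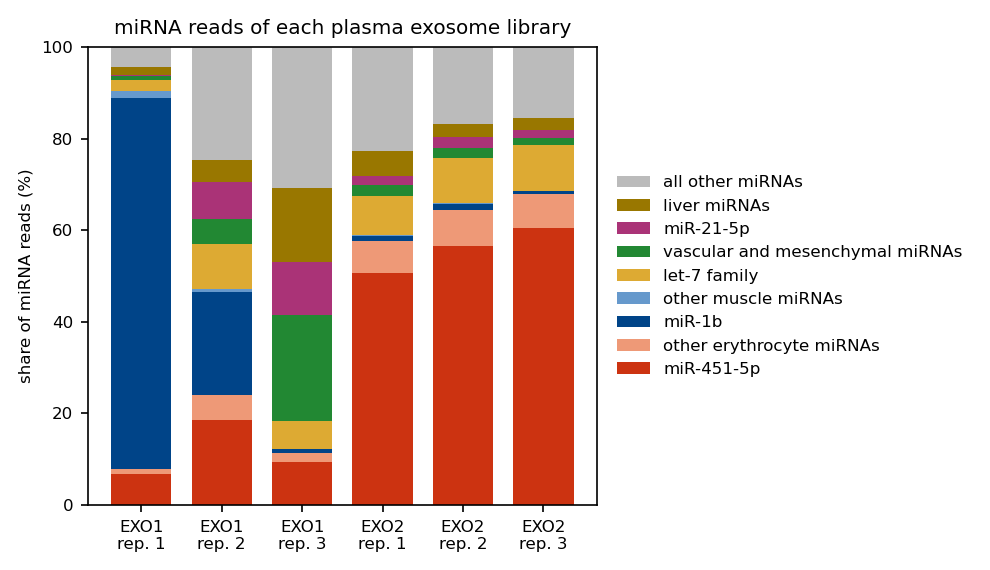
Share of miRNA reads (percent, 0 to 100) taken by miRNA groups in each of the 6 libraries, as stacked bars. The miR-451-5p segment spans 50.7% to 60.6% in EXO2 and 6.80% to 18.5% in EXO1, and miR-1b fills 80.9% of EXO1 replicate 1.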

The top expressed miRNAs from the plasma exosomes were evaluated and the GO functions of the target genes were analyzed. Figures 7A,B show the enrichment score values of the top significant enrichment terms (fold_enrichment) in the EXO1 and EXO2 groups. GO function analysis revealed that the miRNA target 1genes were involved in biological processes, cellular components, and molecular functions, indicating a comprehensive regulatory effect of miRNAs. Compared with the basic plasma exosome, the melatonin-treated exosomes exhibited more functions involved in neurological processes, including neurogenesis, neuron differentiation, apoptosis, and angiogenesis, which was in line with the neuroprotective effect of EXO2.

**FIGURE 7:**
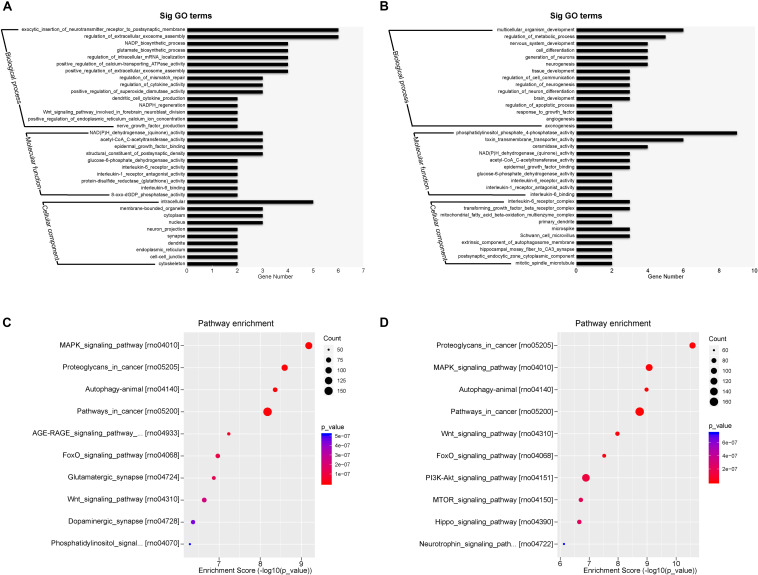
Gene Ontology (GO) classification and GO term enrichment of the top expressed microRNAs (miRNAs) in basal plasma exosomes and melatonin-treated exosomes. **(A,B)** Gene Ontology classification of the potential target genes cleaved by miRNA enrichment in basal plasma exosomes **(A)** and melatonin-treated exosomes **(B)** based on their involvement in various biological processes. **(C,D)** Pathway enrichment of the predicted targets of the differentially expressed miRNAs in basal plasma exosomes **(C)** and melatonin-treated exosomes **(D).**

The most enriched miRNAs in EXO1 (Figure 7C) mainly participated in the MAPK signaling pathway, glutamatergic synapse, Wnt signaling pathway, dopaminergic synapse, and phosphatidylinositol signaling pathway. After melatonin treatment, the miRNA expression profiles were largely altered. 

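miRNAs known from red blood cells had higher values in EXO2, whereas miRNAs of a list mainly of smooth muscle and fibroblasts and miRNAs of the pancreas had lower values. The median log2 fold change was 1.47 over 10 erythrocyte miRNAs, -1.72 over 15 vascular and mesenchymal miRNAs and -3.20 over 4 pancreas miRNAs. By fry of limma, a rotation test of whether a list moves in one direction, none of the 12 lists tested passed, with adjusted p = 0.240 for each of these 3 lists (without EXO1 replicate 1, the pancreas list passed, adjusted p = 0.0331, in a range of 0.0331 to 0.497 over all alternatives). The study had picked 4 of the 10 erythrocyte, 11 of the 15 vascular and mesenchymal and 3 of the 4 pancreas miRNAs from these libraries for their direction, so the medians and tests of these lists are not independent evidence of it. The let-7 family, whose members repress growth genes in many tissues, had a median of 0.61 over 9 members (adjusted p = 0.336 by fry of limma), against -0.56 over all 410 miRNAs. Of the 410 miRNAs, 86 (21.0%) separated the groups completely, 47 with every EXO2 library above every EXO1 library and 39 with every EXO2 library below, where chance gives 10%. Across miRNAs, which are not independent replicates, Spearman's rho between libraries was 0.841 to 0.876 within EXO2, 0.745 to 0.859 within EXO1 and 0.753 to 0.883 between the groups. The first principal component held 32.8% of the variance and placed EXO1 at -31.9, -7.52 and -7.04 and EXO2 at 17.9, 15.3 and 13.3.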

Compared with the miRNAs in EXO1 (Figure 7D), the miRNA enrichment in EXO2 was more involved in the PI3K-Akt signaling pathway, MTOR signaling pathway, Hippo signaling pathway, and neurotrophin signaling pathway. These data suggest that melatonin treatment alters the miRNA composition and cellular functions, indicating its neural regulatory effects.

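Muscle, liver and mesenchymal miRNAs were among those that ranked high by group mean in EXO1 alone, and erythrocyte miRNAs among those in EXO2 alone. In the list of the 20 highest means, EXO1 alone held 8 miRNAs, among them miR-206-3p and miR-1-3p of muscle, miR-122-5p of liver, and miR-199a-3p and miR-99a-5p of vascular and mesenchymal cells. EXO2 alone held 8 as well, among them miR-184 and, from the erythrocyte list, miR-92a-3p, miR-363-3p, miR-16-5p and miR-25-3p. miR-184 had 14154 ± 3386 normalized CPM in EXO2 (SD, n = 3) and 4225 ± 3611 in EXO1 (SD, n = 3), with every EXO2 library above every EXO1 library. Its log2 fold change was 2.05 (standard error 0.61, adjusted p = 0.297 from limma). miR-206-3p had 12354 ± 20240 in EXO1 (SD, n = 3), carried by the 35719 of replicate 1, and 289 ± 162 in EXO2 (SD, n = 3), a log2 fold change of -3.01 (standard error 1.25, adjusted p = 0.336 from limma). Without EXO1 replicate 1 this change of miR-206-3p was -0.97, and without replicate 3 it was -4.59. This ranking pools EXO1 libraries that differ, since pairs of libraries shared 11 to 14 of their 20 most abundant miRNAs within EXO1, 17 to 18 within EXO2 and 10 to 16 between the groups. Across all 6 libraries, 8 miRNAs were always among the 20 most abundant, among them let-7f-5p, let-7g-5p, let-7i-5p, miR-21-5p, miR-26a-5p and miR-451-5p. From the predicted target genes of the top expressed miRNAs of each group, the paper proposes that melatonin changes the miRNA composition and the cellular functions. The target predictions were not analysed here.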

### Melatonin Alters MicroRNA Expression in Rat Plasma Exosomes

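At a fold change over 1.5 and an unadjusted p under 0.05, the thresholds given in the methods, 54 of the 410 miRNAs were counted. Of these, 24 were higher in EXO2 and 30 were lower. The higher ones included 6 of 10 erythrocyte miRNAs and 4 of 17 brain miRNAs, and the lower ones included 9 of 15 vascular and mesenchymal miRNAs, 7 of 53 miRNAs of the imprinted Dlk1-Dio3 cluster and 2 each of the liver, muscle and pancreas miRNAs. No miRNA passed an adjusted p of 0.05 in limma, and the smallest adjusted p was 0.297. At an unadjusted p under 0.05 the count was 54, and with each miRNA tested on its own variance 1 miRNA, miR-130b-5p, passed the adjusted p. Without EXO1 replicate 1, 2 passed, miR-184 and miR-363-3p. On data simulated with the spread of these libraries, changes of 1, 2 and 3 on the log2 scale passed an adjusted p of 0.05 in 0.25%, 8.5% and 23.5% of cases, so most changes of these sizes are not detectable with 3 libraries per group. The count of 54 became 103 without EXO1 replicate 1 and 29 without EXO2 replicate 3, and 31 (8 higher, 23 lower) with scaling by library totals only. The split was 18 higher and 42 lower with median-ratio size factors, and 36 higher and 27 lower with factors computed without the erythrocyte miRNAs.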

By detecting the miRNA variation profiles in the melatonin-treated plasma exosome, a total of 60 significantly differentially expressed miRNAs (*P*_FC_ ≤ 0.05) were identified (after removal of repetitive miRNAs). 

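miR-9a-5p, a neuronal miRNA, and miR-501-3p had higher values in every EXO2 library than in any EXO1 library. miR-9a-5p had 1801, 1681 and 1346 normalized CPM in EXO2 replicates 1, 2 and 3 and 589, 437 and 448 in EXO1, a log2 fold change of 1.71 (standard error 0.48, adjusted p = 0.297 from limma). miR-501-3p had 174 ± 75.7 and 21.3 ± 3.75 (SD, n = 3 each), a log2 fold change of 2.89 (standard error 0.89, adjusted p = 0.297). miR-205, an epithelial miRNA, had 1114 ± 265 and 364 ± 252 (SD, n = 3 each), with a log2 fold change of 1.81 (standard error 0.58, adjusted p = 0.297). Another 4 of the 12 miRNAs of Table 1 are on the erythrocyte list, with log2 fold changes of 2.29 for miR-363-3p, 2.09 for miR-451-5p, 1.74 for miR-144-3p and 1.65 for miR-92a-3p. Of the 12, 10 had every EXO2 library above every EXO1 library and 10 passed the thresholds of the methods, all except miR-129-2-3p and miR-496-3p in both counts. All 47 miRNAs of Table 2 had negative log2 fold changes, from -5.80 for miR-217-5p to -1.47 for miR-99a-5p. Of the 47, 26 had every EXO2 library below every EXO1 library and 28 passed the thresholds of the methods. The adjusted p of the 59 miRNAs lay between 0.297 and 0.480.

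**Figure D2:**
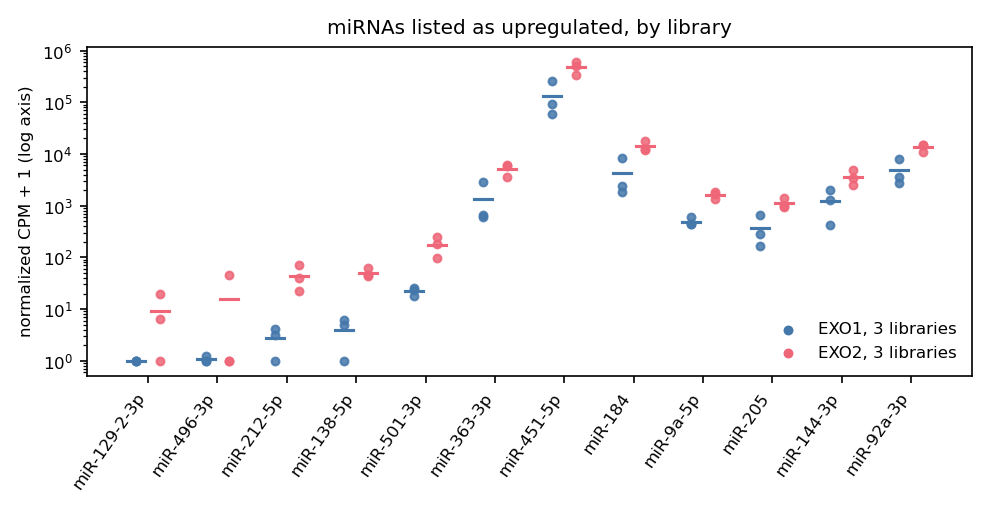
Normalized CPM + 1 (log axis) of the 12 miRNAs of Table 1 in the 3 EXO1 and 3 EXO2 libraries, with points for libraries and bars for group means. In 10 of the 12 every EXO2 point lies above every EXO1 point, and the exceptions are miR-129-2-3p and miR-496-3p.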

Detailed information regarding the 12 upregulated and 47 downregulated miRNAs is summarized in Tables 1, 2. Among these differentially expressed miRNAs, a certain number of miRNAs have been reported to be involved in neurological processes, including neural apoptosis, autophagy, inflammation, and angiogenesis.

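Of 17 measured brain miRNAs, 10 had positive and 7 negative log2 fold changes, and none passed an adjusted p of 0.05, over all miRNAs or adjusted over the list alone. Their median was 0.46 (0.078 to 1.58 when 1 library was left out), and fry of limma gave an adjusted p = 0.336 for one direction and 0.0683 for changes in either direction (9.4e-06 to 0.377 over all alternatives). The latter was 9.4e-06, 0.377 and 0.181 without EXO1 replicate 1, 2 or 3 and 0.0163, 0.00365 and 0.0359 without EXO2 replicate 1, 2 or 3 (adjusted p by fry of limma). It also passed with TMM factors without the erythrocyte miRNAs (adjusted p = 0.000120 by fry), and in 8 of 18 alternatives in all. Each of 4 miRNAs of this list, miR-9a-5p, miR-138-5p, miR-212-5p and miR-124-3p, lay higher in every EXO2 library than in any EXO1 library. The study had picked 4 of the 17 from these libraries as higher, the first 3 of these and miR-129-2-3p. Those 4, and the median and tests of the list that include them, are not independent evidence of its direction. The neuronal miR-124-3p, outside the tables, had 24.7, 4.33 and 24.7 normalized CPM in EXO1 and 66.6, 38.4 and 29.8 in EXO2, a log2 fold change of 1.51 (standard error 1.29, adjusted p = 0.509 from limma), and 0.76 without EXO1 replicate 2. miR-128-3p, a neuronal miRNA outside the tables, had 5126, 1456 and 1318 normalized CPM in EXO2 replicates 1, 2 and 3 and 1972, 670.4 and 284 in EXO1, a log2 fold change of 1.57 (standard error 0.71, adjusted p = 0.342 from limma), which was 0.90 without EXO1 replicate 3 and 0.94 without EXO2 replicate 1. Brain miRNAs made up 0.168%, 2.94% and 0.492% of the reads in EXO1 and 1.64%, 0.840% and 0.817% in EXO2. The share in EXO1 replicate 2 came mostly from miR-7a-5p, with 59905 of the 2279500 reads there and 4630 to 20958 reads in the other libraries. Over the same libraries, erythrocyte miRNAs made up 7.87%, 24.0% and 11.4% in EXO1 and 57.7%, 64.5% and 67.9% in EXO2. In EXO1 replicate 1, the many muscle reads lower both of these shares. The log2 ratio of miR-451-5p to miR-23a-3p, an index of red cell rupture in plasma, was 8.30, 6.83 and 4.88 in EXO1 and 8.48, 9.44 and 9.45 in EXO2 (2-sided exact permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). Of the miRNAs that the introduction of the study ties to pyroptosis, miR-9a-5p was the only member among 5 to pass the thresholds of the methods, and it passed an adjusted p of 0.05 when adjusted over the list alone. For changes in either direction, fry of limma gave this list an adjusted p = 0.0221, in a range of 1.5e-04 to 0.615 over all alternatives, and 0.0689 without EXO1 replicate 2 and 0.191, 0.222 and 0.211 without EXO2 replicate 1, 2 or 3. The study had picked miR-9a-5p from these libraries as higher, so neither its pass nor that of the list is independent evidence. The other 4 had log2 fold changes from -0.66 for miR-29a-3p to 0.37 for miR-30c-5p, with adjusted p from 0.534 to 0.942 in limma. The change of miR-29a-3p depends on single EXO1 libraries, with 604, 1771 and 3217 normalized CPM in EXO1 and 1086, 1051 and 769 in EXO2.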

**TABLE 1:** The upregulated miRNAs in the plasma exosome *via* melatonin treatment.

Mature_ID	log2FC	*P*-value	Involved neurological process	Resources
miR-129-2-3p	267.58	0.038	Autophagy	Sun et al., 2019
miR-496-3p	128.13	0.044		
miR-212-5p	23.27	0.029	Ferroptosis; neuroprotection	Xiao et al., 2019
miR-138-5p	15.97	0.041	Neuroprotection	Deng et al., 2019
miR-501-3p	8.17	0.023	AD serum biomarker	Hara et al., 2017
miR-363-3p	3.82	0.013	Cognitive function	Jiang et al., 2018
miR-451-5p	3.60	0.017		
miR-184	3.35	0.022	Neuroprotection; inflammation; anti-apoptosis	Chen and Stallings, 2007; McKiernan et al., 2012; Qin et al., 2015
miR-9a-5p	3.28	0.025	Anti-Inflammation; Neuroprotection	Yuze et al., 2020
miR-205	3.06	0.042	PD biomarker	Marques et al., 2017
miR-144-3p	2.87	0.046	Neuroprotection	Li et al., 2018
miR-92a-3p	2.85	0.040	Post-stroke depression	He et al., 2017

**TABLE 2:** The downregulated miRNAs in the plasma exosome via melatonin treatment.

Mature_ID	log2FC	*P*-value	Involved neurological process	Resources
miR-381-3p	–10.46	0.001		
miR-295-3p	–9.88	0.005		
miR-216b-5p	–9.76	0.005		
miR-217-5p	–9.62	0.0001		
miR-409a-5p	–9.37	0.007		
miR-216a-5p	–9.35	0.010	Microglia polarization	Liu et al., 2020
miR-770-3p	–8.82	0.015	Aging	Lee E.K. et al., 2018
miR-466b-3p	–8.80	0.021		
miR-466c-3p	–8.76	0.022		
miR-493-5p	–8.68	0.0002		
miR-193b-3p	–8.38	0.002	Ischemia marker	Chang and Lai, 2012
miR-483-5p	–8.38	0.007	Angiogenesis inhibitor	Qiao et al., 2011
miR-431	–8.37	0.031	Hypertension and vascular injury; neuroprotection	Han et al., 2018; Huo et al., 2019
miR-325-5p	–8.36	0.024		
miR-17-2-3p	–8.32	0.037	Oxidation; inflammation	Xu et al., 2018
miR-125a-3p	–8.19	0.027		
miR-342-5p	–8.11	0.028	Cell proliferation and differentiation; inflammation	Wei et al., 2013; Gao et al., 2017
miR-122-3p	–8.04	0.030		
miR-881-3p	–7.87	0.035		
miR-3065-5p	–7.79	0.042		
miR-204-3p	–7.67	0.038	AD plasma exosomal marker	Lugli et al., 2015
miR-136-5p	–7.60	0.001	Anti-inflammation	Zhong et al., 2019
miR-130b-5p	–7.57	0.012		
miR-485-5p	–7.39	0.049	Apoptosis; inflammation	Chen et al., 2016
miR-466b-2-3p	–7.12	0.019		
miR-466b-4-3p	–7.12	0.019		
miR-30b-3p	–7.12	0.026		
miR-1b	–6.99	0.0002		
miR-877	–6.49	0.020		
miR-299a-3p	–6.35	0.020		
miR-494-3p	–6.29	0.011	Neurotoxicity	Deng et al., 2020
miR-152-5p	–5.81	0.037		
miR-34b-5p	–5.45	0.041		
miR-206-3p	–5.42	0.011	Neuropathic pain	Wen et al., 2019
miR-497-5p	–3.69	0.043	BBB permeability	Zhu et al., 2019
miR-143-5p	–3.50	0.022		
miR-195-5p	–3.17	0.014	Anti-angiogenesis	Sandrim et al., 2016
miR-122-5p	–3.14	0.0003		
miR-134-5p	–2.88	0.048	Neuropathic pain	Zhu et al., 2019
miR-145-3p	–2.59	0.049	Macrophage polarization	Huang et al., 2019
miR-146b-5p	–2.50	0.003	Anti-inflammation	Chang and Lai, 2012
miR-199a-3p	–2.45	0.005		
miR-199a-5p	–2.42	0.008	Anti-inflammation; anti-apoptosis	Li M. et al., 2019; Yu et al., 2020
miR-143-3p	–2.33	0.006	Ischemia–reperfusion injury	Chang et al., 2019
miR-152-3p	–2.09	0.010	Anti-apoptosis; anti-oxidation	Zhang A. et al., 2019
miR-100-5p	–1.95	0.010		
miR-99a-5p	–1.64	0.028	Ischemic stroke biomarker	Zhao et al., 2017

*BBB, blood–brain barrier.*

To determine the involvement of these differentially expressed miRNAs in the neural recovery process, we performed a Gene Ontology classification based on their involvement in predicted cellular pathways. A volcano plot of the altered miRNAs is presented in Figure 8. 

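Most of the large negative fold changes belonged to miRNAs of low level. Of the 47 miRNAs of Table 2, 18 were at 0 in all 3 EXO2 libraries and 31 were at or under the 3-read floor in all 3. For the 18 at 0 the change is a lower bound, and with 3 reads per library in place of 0 they were at least 7.73-fold to at least 64.5-fold lower, with a median bound of 15.1-fold. The highest bound was that of miR-381-3p, with 114, 3.03 and 11.9 normalized CPM in EXO1 replicates 1, 2 and 3. In 33 of the 47, 1 EXO1 library held more than 2 times the sum of the other EXO1 libraries, replicate 1 in 20 of them and replicate 3 in 13. miR-493-5p was higher in every EXO1 library, at 155, 17.1 and 67.8, than in EXO2, at 0, 0 and 0.532, whereas miR-17-2-3p stood at 29.1 in EXO1 replicate 1 and at 0.216 and 0 in the others. Both miRNAs of the miR-290 cluster, known from early embryonic cells, and the 4 measured members of the miR-466 family were likewise highest in EXO1 replicate 1, with 0 in replicate 3 and 0 or under the floor in EXO2. miR-466b-2-3p and miR-466b-4-3p had identical values in all libraries and may share their reads. Among the 10 most abundant miRNAs of EXO1, the largest negative log2 fold change was that of miR-1b at -3.95 (standard error 1.52, adjusted p = 0.333 from limma). This rests on EXO1 replicate 1, as without it the log2 fold change was -1.63 for miR-1b and -2.26 for miR-143-3p, which is -1.51 with all libraries. Without EXO1 replicate 3 they were -6.21 and -0.45.

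**Figure D3:**
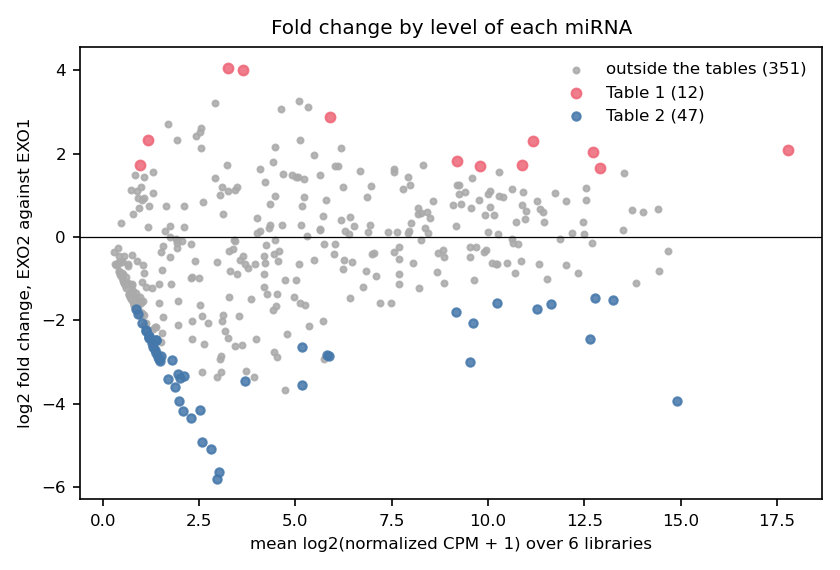
Log2 fold change of EXO2 against EXO1 (vertical axis) by mean log2(normalized CPM + 1) over 6 libraries (horizontal axis) for the 410 miRNAs tested, with the 12 miRNAs of Table 1 and the 47 of Table 2 in colour. The slanted line of points at the lower left is formed by miRNAs at or near 0 in EXO2, and 31 miRNAs of Table 2 are at or under the 3-read floor there.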

GO classification of potential target genes and their involved biological processes are analyzed in Figures 8B–E. The GO classification revealed that altered miRNAs were involved in important processes such as nerve growth factor production, Wnt signaling pathway, and trans-synaptic signaling pathway (Figures 8B–E). A subsequent analysis of the modulation of these genes revealed the regulatory effect of melatonin through exosome secretion.

**FIGURE 8:**
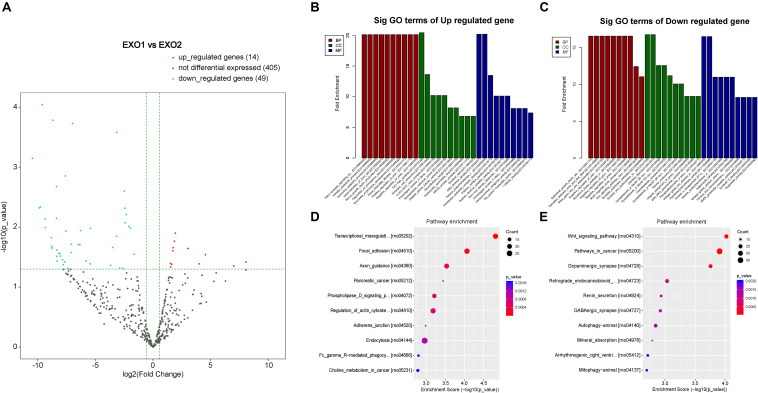
Volcano plot and Gene Ontology (GO) term enrichment of the differentially expressed microRNAs (miRNAs). **(A)** Volcano plot showing the melatonin-induced differential expression of the potential target miRNAs. **(B,C)** GO term enrichment for the predicted targets of the differentially expressed miRNAs. **(D,E)** Pathway enrichment of the predicted targets of the differentially expressed miRNAs.

## Discussion

Inflammation plays an important role in secondary injury after permanent ischemic stroke. However, the detailed underlying mechanism of the inflammation process remains unclear. Recently, emerging studies have reported that pyroptosis, a caspase-1-dependent inflammasome-mediated programmed necrosis, greatly contributes to neuronal cell death and the inflammation response. Distinct from apoptosis and other types of programmed cell death, pyroptosis is a lytic process featuring cell swelling and large bubbles emanating from the plasma membrane. In cerebral ischemia, the NLR inflammasome assembles through the recognition of PAMPs and recruitment of pro-caspase-1 with the adapter protein ASC. Upon activation, active caspase-1 cleaves the precursor of IL-1β and IL-18 into their mature forms. In the meantime, cleavage of the N-terminal domain of GSDMD forms cellular membrane GSDMD pores, which subsequently release mature IL-1β and IL-18 into intercellular spaces and cause pyroptosis. In this study, we confirmed that intravenous injection of plasma exosomes effectively improved functional deficit recovery through the inhibition of neuronal cell pyroptosis and pyroptosis-induced inflammation. The results revealed that the administration of exosomes clearly inhibited caspase-1 activation, which subsequently prevented GSDMD cleavage and membrane GSMDM pore formation that leads to the secretion of inflammatory cytokines, including IL18, IL-1β, TNF-α, IL-6, and HMGB1.

Previous studies have shown that coalescing young and old vessels inhibited inflammation reactions in older mice (Wang et al., 2018; Zhang and Jin, 2020), indicating that there is an anti-inflammatory effect of plasma exosomes. In contrast to cell type-specific exosomes in a highly controlled process, the diversity of plasma cells determines its functional diversity. Growing evidence has shown that plasma exosomes deliver various proteins, lipids, nucleic acids, and small regulatory RNAs for cell communication and physiological regulation (Lee B.R. et al., 2018; Zhang and Jin, 2020). Zhou et al. reported that serum exosomes attenuate H_2_O_2_-induced apoptosis in rat H9C2 cells *via* ERK1/2 (Li P. et al., 2019). Riquelme et al. identified that endogenous plasma exosomes can communicate TLR4 relative signals and provide protection against ischemia and reperfusion injury in the myocardium (Minghua et al., 2018). However, to date, no studies have explored the biological function of plasma on cerebral ischemia. Here, we verified that plasma exosomes inhibited ischemia-induced inflammation through NF-κB induction. Meanwhile, melatonin treatment was found to enhance its therapeutic effect on ischemic stroke through the TLR4/NF-κB pathway. The internal molecular mechanism may lie in the specific composition of the exosomes.

To date, melatonin has demonstrated its diverse pharmacological functions against ischemic brain injury, including circadian rhythm regulation, anti-oxidation, anti-inflammation, and anti-apoptosis (Sinha et al., 2001; Feng et al., 2017). Nevertheless, whether melatonin stimulus acts in a paracrine fashion to exert its neuroprotective effect requires further investigation. It has been reported that melatonin reconditioning increases the expression of matrix metalloproteinase-9 (MMP-9) and MMP-13 and decreased the expression of TGF-β to restrain fibrosis (Saberi et al., 2019). In addition, melatonin-stimulated mesenchymal stem cell (MSC)-derived exosomes enhance functional recovery in acute liver ischemia–reperfusion injury, indicating that melatonin alters the exosome content for modulation of the microenvironment by paracrine mechanisms (Yoon et al., 2020). The present study revealed that melatonin enhanced the therapeutic effect of plasma exosomes on ischemia-induced inflammation and inflammation-dependent pyroptosis through the TLR4/NF-κB pathway, suggesting that component alteration and nerve beneficial substances are induced after melatonin administration. 

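miR-100-5p and miR-199a-5p had lower normalized CPM in EXO2 than in EXO1. miR-100-5p was 1407 ± 424 in EXO2 (SD, n = 3) and 5449 ± 3580 in EXO1 (SD, n = 3), a log2 fold change of -1.72 (standard error 0.60, adjusted p = 0.313 from limma). The ranges overlapped, with 1834 in EXO1 replicate 1 and 1835 in EXO2 replicate 2. miR-199a-5p was 709.8 ± 181 in EXO2 (SD, n = 3) and 3803 ± 4896 in EXO1 (SD, n = 3), a log2 fold change of -1.59 (standard error 0.75, adjusted p = 0.342 from limma), and -0.49 without EXO1 replicate 3. Its EXO1 values were 978, 974 and 9456 and its EXO2 values were 816, 813 and 501, so every EXO1 library was above every EXO2 library, and replicate 3 of EXO1 stood far above all. miR-199a-3p, the other arm of the same precursor, gave 2976, 2326 and 24434 in EXO1 and 1576, 1801 and 2065 in EXO2. TLR4 itself was not measured in these libraries.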

The downregulation of exosomal miR-100-5p and miR-199a-5p under melatonin treatment has been identified to directly regulate TLR4, suggesting the regulatory effects of melatonin-treated exosomal miRNAs. All of these results confirmed that melatonin might exert its neurological protection through the stimulation and alteration of the exosome content; nevertheless, due to the complicated composition of exosomes, we cannot exclude other mechanisms underlying its bioactivity in addition to miRNA differential expression.

As the main immune response cells in brain tissue, the status of the microglia determines the cerebral inflammation reaction. Studies have confirmed that ischemia stimulates microglial activation and promotes M1 polarization, in which the microglia secrete inflammatory mediators. With the occurrence of pyroptosis in the microglia, intracellular inflammatory mediators are largely released into the extracellular matrix, causing inflammatory injury and neuronal cell death in adjacent cells. Through an immunofluorescence assay, we confirmed the existence of pyroptosis in the microglia. The inflammatory cytokine secretion profiles demonstrated the anti-inflammatory and anti-pyroptosis activity of plasma exosomes, which eventually prevented adjacent neuronal cells from undergoing pyroptosis and improved nerve function recovery.

Exosomes manipulate intercellular communication through their embedded content, including proteins and regulatory non-coding RNAs. miRNAs have been considered as key and are the most studied regulatory molecules. The exosomal miRNAs that are involved in neuronal injury and inflammation signaling may provide key insights into the mechanisms involved in ischemic injury. With systematic investigation of the top-expressed miRNA profiles, we found that exosomal miRNAs are involved in various biological processes and molecular functions, including apoptosis, dopaminergic synapse, neurotrophin signaling pathway, Wnt signaling pathway, mTOR signaling pathway, and PI3K-Akt signaling pathway, suggesting regulatory roles in the neuroprotective effect against cerebral ischemia injury.

Based on studies indicating an altered miRNA profile upon external environmental stimulus, we extended plasma exosome therapy to tailor exosomal miRNA content. Identification of the differentially expressed miRNAs in the melatonin-treated plasma exosomes provided us with new directions for the exploration of therapeutic mechanisms. On analyzing the miRNA profiles, 12 upregulated and 47 downregulated miRNAs were discovered upon melatonin treatment. Among the upregulated miRNAs (Table 1), miR-212-5p was reported to attenuate ferroptotic cell death partially by targeting Ptgs2 in Neuro-2a cell lines (Xiao et al., 2019). The overexpression of miR-138-5p reduces neurological impairment and confers neuroprotection to astrocytes following ischemic stroke (Deng et al., 2019). miR-184 (Qin et al., 2015), miR-9a-5p (Yuze et al., 2020), and miR-144-3p (Li et al., 2018) have been reported to be involved in the inflammatory response and neuronal death against ischemic stroke. 

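miR-129-2-3p was at 0 in all 3 EXO1 libraries and was read in 2 of the 3 EXO2 libraries, at 5.53 normalized CPM in replicate 1 and 18.8 in replicate 2. With 3 reads in place of 0 in each EXO1 library, its mean was at least 7.59-fold higher in EXO2, where replicate 3 was at 0 as well. miR-496-3p was read in 1 EXO2 library, at 43.6 in replicate 2 from 243 reads, and in EXO1 by 1 read in replicate 2. The ratio of its means was 202, with a 95% Poisson interval of 36.2 to 7963 from the count of 1 read, and the other 2 EXO2 libraries were at 0. miR-212-5p, a neuronal miRNA, was at 0, 2.16 and 3.09 in EXO1 and at 38.5, 21.2 and 68.7 in EXO2, a log2 fold change of 4.07 (standard error 1.61, adjusted p = 0.333 from limma). miR-138-5p, enriched in brain, was at 0, 3.89 and 5.08 in EXO1 and at 42.3, 61.4 and 44.2 in EXO2, a log2 fold change of 4.00 (standard error 1.56, adjusted p = 0.333). In EXO1 replicate 1, whose other miRNAs were the least deeply read, 0 allows up to 1.90 normalized CPM.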

Some miRNAs, not present in EXO1, were upregulated in EXO2, suggesting that melatonin stimulates their transcription. Moreover, several miRNAs were downregulated in EXO2. 

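All measured miRNAs of the vascular and mesenchymal list (15) and of the pancreas list (4) had negative log2 fold changes with all libraries. The medians of these lists and of the liver list were highest in EXO1 replicate 3, whereas that of the muscle list was highest in replicate 1. Of the 15 vascular and mesenchymal miRNAs, mainly of smooth muscle and fibroblasts, 9 passed the thresholds of the methods and none passed at an adjusted p of 0.05, adjusted over all miRNAs or over the list alone. The study had picked 11 of these from these libraries as lower, and the other 4 had log2 fold changes of -2.93 to -0.25. The change of -0.25, that of miR-125b-5p, owes its sign to replicate 3 of each group. This miRNA had 544.2, 637.6 and 1484.9 normalized CPM in EXO1 and 777.0, 975.4 and 406.4 in EXO2. The negative sign of all 15 therefore depends on these libraries. The endothelial miR-126a-3p, placed on the platelet list, had 0.16 (standard error 0.57, adjusted p = 0.900 from limma), and -0.084 to 0.61 when 1 library was left out. The median of the vascular and mesenchymal list was highest in EXO1 replicate 3, at 2.46 on the log2 scale relative to each miRNA's mean over the libraries, against 0.14 and -0.11 in replicates 1 and 2 and -1.13 to -0.50 in EXO2. miR-195-5p had 58.3, 114 and 579.6 normalized CPM in EXO1 and 56.7, 19.4 and 7.72 in EXO2, a log2 fold change of -2.87 (standard error 1.09, adjusted p = 0.333 from limma), and miR-145-3p had -2.84 (standard error 1.13, adjusted p = 0.333), which was -1.67 without EXO2 replicate 3. Among 4 pancreas miRNAs, the acinar miR-217-5p had 18.4, 75.9 and 135 in EXO1 and 0, 0.179 and 0 in EXO2, and it was the only member to pass when adjusted over the list alone. The islet miR-375-3p had overlapping values of 158, 185 and 225 in EXO1 and 225, 145 and 28.5 in EXO2. Of 5 liver miRNAs, miR-122-5p passed when adjusted over the list alone, with 22072, 3095 and 48760 in EXO1 and 3526, 2071 and 2807 in EXO2. The study had picked both miR-217-5p and miR-122-5p from these libraries as lower, so neither pass is independent evidence. Muscle miRNAs took 82.6%, 23.2% and 0.909% of the reads in EXO1 and 1.23%, 1.51% and 0.739% in EXO2, and 2 of 9, miR-1b and miR-206-3p, passed the thresholds of the methods. The medians of the liver and muscle lists lay -0.086 and -0.048 from that of all miRNAs (log2). This depends on the low miRNAs: with a minimum of 10 in at least 3 libraries, the medians were -0.49 over 4 liver and -1.44 over 7 muscle miRNAs, and -0.055 over all miRNAs. None of the vascular, pancreas, liver and muscle lists passed by fry of limma, for one direction or for either (adjusted p = 0.0935 for the vascular and 0.0683 for the pancreas list in either direction). Of 53 measured miRNAs of the Dlk1-Dio3 cluster, 15 had positive and 38 negative log2 fold changes, with a median of -0.87 (-0.89 with miRNAs at 0 in a group placed at their bound), -0.31 from that of all miRNAs, and none passed at an adjusted p of 0.05, over all miRNAs or adjusted over the list alone. By fry of limma this cluster passed for changes in either direction (adjusted p = 0.0221, 0.00113 to 0.169 over all alternatives) and not for one direction (adjusted p = 0.336). The study had picked 11 of the 53 from these libraries, so the pass of the cluster is not independent evidence. Without EXO1 replicate 3 or EXO2 replicate 1 or 2, its adjusted p by fry of limma for either direction was 0.113, 0.128 and 0.0945. Its median was -0.45 without EXO1 replicate 3, -1.37 without EXO2 replicate 2 and -1.69 with a pseudocount of 0.1. Of the reads outside the muscle list, erythrocyte miRNAs took 45.2%, 31.2% and 11.5% in EXO1 and 58.4%, 65.5% and 68.4% in EXO2.

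**Figure D4:**
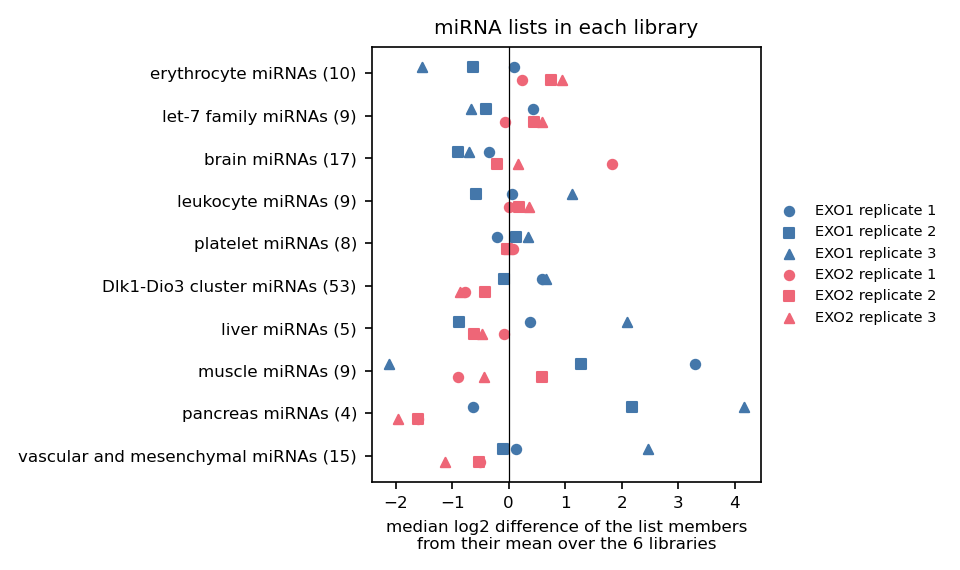
Median log2 difference of the members of 10 miRNA lists from their mean over the 6 libraries, with a symbol for each replicate and the number of members tested in brackets. EXO1 replicate 3 lies at 2.46 for the vascular and 4.16 for the pancreas list, and EXO1 replicate 1 at 3.29 for the muscle list.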

Among the downregulated miRNAs, miR-17-3p was found to activate the Notch1/NF-κB pathways and downregulate the mitochondrial antioxidant enzymes Mn-SOD, Gpx2, and TrxR2 (Xu et al., 2018); miR-195-5p and miR-145-3p were reported to regulate macrophage polarization (Huang et al., 2019; Lin et al., 2019). Suppressing miR-152-3p protects against ischemia–reperfusion injuries *via* the activation of the AMPK/Foxo1 pathway (Zhang A. et al., 2019). These findings support and provide insights into the molecular mechanisms underlying enhancement in neurological recovery with melatonin treatment. However, further discussion of non-conformable cases is needed. miR-152-3p and miR-199a-5p, identified as neuronal protective molecules against cerebral ischemic injury or oxygen/glucose deprivation (OGD)-induced injury, were downregulated upon melatonin treatment (Li M. et al., 2019; Zhang A. et al., 2019), whereas miR-144-3p, upregulated with melatonin treatment, was shown to increase OGD/R-induced neuronal injury *via* Nrf-2/ARE signaling (Li et al., 2018). Similarly, the downregulation of miR-146b-5p after melatonin treatment was confirmed to protect oligodendrocyte precursor cells from oxygen/glucose deprivation-induced injury by regulating Keap1/Nrf2 signaling (Li X. et al., 2019). 

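miR-152-3p, which the study names among neuronal protective molecules, was 314 ± 80.5 normalized CPM in EXO2 (SD, n = 3) and 1340 ± 845 in EXO1 (SD, n = 3). Its log2 fold change was -1.81 (standard error 0.64, adjusted p = 0.313 from limma), and EXO1 replicate 2, at 386, lay below EXO2 replicate 1, at 407. miR-144-3p, transcribed with miR-451 in erythroid cells, was 3592 ± 1166 in EXO2 (SD, n = 3) and 1251 ± 801 in EXO1 (SD, n = 3), with a standard error of 0.59 and an adjusted p = 0.313 from limma for its log2 fold change. Each EXO2 library was above each EXO1 library for miR-144-3p, and its log2 fold change was 1.09 without EXO1 replicate 3. miR-144-5p, the other arm of the same precursor, was 189, 202 and 227 in EXO2 replicates 1, 2 and 3 and 212, 114 and 286 in EXO1, with a log2 fold change of 0.11 (standard error 0.63, adjusted p = 0.940 from limma).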

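miR-146b-5p, a miRNA induced by inflammatory signalling, was 509.6, 283 and 378 normalized CPM in EXO2 replicates 1, 2 and 3 and 964, 888 and 4750 in EXO1, so every EXO2 library was below every EXO1 library. Its log2 fold change was -2.07 (standard error 0.64, adjusted p = 0.297 from limma), and -1.29 without EXO1 replicate 3. Its paralog miR-146a-5p had a log2 fold change of -0.62 (standard error 0.50, adjusted p = 0.490 from limma), and -0.95 without EXO1 replicate 2. Over all 9 leukocyte miRNAs, to which both belong, the median was 0.12 (adjusted p = 0.912 by fry of limma for one direction, and the median is negative with median-ratio size factors), and no member passed when adjusted over the list alone.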

Despite their comprehensive biological functions, further mechanisms involved in the melatonin-enhanced neuroprotective effects by miRNA modulators and/or genetic regulators will be explored in our future work.

## Conclusion

In summary, our study confirmed that basal rat plasma exosomes attenuated the ischemic-induced inflammatory response, neuronal apoptosis, and inflammasome-dependent pyroptosis after stroke in rats and that melatonin significantly enhanced the therapeutic effect by regulating the TLR4/NF-κB pathway. Pretreatment with melatonin altered the microRNA profiles of the exosomes from rat plasma. The sequencing results identified effective miRNA components and their regulatory pathways involved in neurological recovery. However, the relationship between microRNAs and pyroptosis needs further research.

## Data Availability Statement

The sequencing data have been deposited in NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE147578.

## Ethics Statement

The animal study was reviewed and approved by the Ethics Committee of Wenzhou Medical University.

## Author Contributions

SY designed the experiment and wrote the manuscript. QZ guided and provided the funding. KW, JR, HZ, JC, HN, and XL performed the experiment and collected the data. LH, MW, and ZL analyzed the data and revised the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.ncbi.nlm.nih.gov/geo/

How the deposited data were processed for this re-analysis (not part of the article)

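Small RNA sequencing of plasma exosomes from male Sprague–Dawley rats was analysed in 6 libraries, 3 from rats given the solvent alone (EXO1) and 3 from rats given 10 mg/kg melatonin for 7 days (EXO2). The authors trimmed the reads, kept those of at least 15 nucleotides, annotated them with miRDeep2, and deposited a signal value per library and mature miRNA, headed CPM, which is the number of reads divided by a library factor. The submitters' processing notes name cutadapt, Bowtie and edgeR. The genome build, the miRNA annotation release and the options of these tools are not given in the sources used here. The authors also deposited log2 values of the mean level of each group, with a small value in place of 0, which were used only to check the values per library and the scale of the values in the paper's tables.

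The values of each library were checked for a common step, and 100% were whole multiples of it within a relative tolerance of 1e-06. Reads per library, shares of reads and floors of 3 reads were computed from that step. A test on counts was left out although the values are whole multiples of the step, because the rule followed here admits such a test on normalized values only where each library holds enough low values, and 5 of the 6 libraries held too few. The test set for normalized values was used instead. Of several rows with the same mature miRNA, the row with the highest summed value was used. miRNAs above 0 in at least 2 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(value + 1), EXO2 against EXO1 with no covariate, and p-values were adjusted by the Benjamini-Hochberg method. The thresholds of the methods, a fold change over 1.5 and an unadjusted p under 0.05, were counted on the same test. Standard errors of log2 fold changes are limma's, and SD values are over 3 libraries. The depth was 2279500 to 5868405 miRNA reads in EXO1 (n = 3) and 3033119 to 4999379 in EXO2 (n = 3), and Wilson intervals of 95% were computed for shares of reads.

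Lists of miRNAs of erythrocytes, platelets, leukocytes, liver, muscle, pancreas, brain, vascular and mesenchymal cells, the Dlk1-Dio3 cluster, the miR-290 cluster, the miR-466 family, the let-7 family and pyroptosis were fixed before the data were examined, and lists with at least 3 members tested were tested by fry of limma, with adjustment over 12 lists. Many members of Tables 1 and 2, which give directions in these libraries, had been read when the lists were written. The miRNAs named were those of Tables 1 and 2 and of the text of the study, the 10 most abundant of each group, miR-23a-3p, and members of the lists where these are described. The values of Tables 1 and 2 and of Fig. 8A had been read before this rule was written, and the miRNAs outside it that are named among the additional observations were chosen after their values were seen. The log2 ratio of miR-451-5p to miR-23a-3p was compared by an exact permutation test. The tests were checked on simulated data, 20 draws of 410 miRNAs with 60 changed in each.

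The alternatives were scaling by library totals only, by RLE size factors over 223 miRNAs and by TMM factors without the 10 most abundant or without the erythrocyte miRNAs, no filter, every row kept, pseudocounts of 0.5 and 0.1, the variance of each miRNA on its own, the replicate number as a block, and leaving out each library. A filter of 10 or more in at least 3 libraries and limma's array quality weights were added after the data had been seen. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Target predictions and pathway enrichments were not analysed here, because the deposited table holds no targets.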

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

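The tests of explanations for the erythrocyte miRNAs and the choice of the miRNAs outside the tables were made only after the result was seen, whereas the limma test and the erythrocyte list were fixed before. When that list was written, many members of the paper's tables had already been read. Of the miRNAs outside Tables 1 and 2, 16 passed the thresholds of the methods, 14 higher and 2 lower in EXO2. Of these 16, 12 miRNAs had every EXO2 library above every EXO1 library, and none passed an adjusted p of 0.05 (adjusted p of 0.313 to 0.342 from limma). They are given because the study does not discuss them, and as they were picked for this separation, it is not independent evidence. Their log2 fold changes were 1.04 for miR-106b-5p, 1.08 for miR-186-5p, 1.10 for miR-203a-3p, 1.16 for miR-182, 1.25 for miR-107-3p, 1.55 for miR-484, 1.63 for miR-15a-5p, 1.73 for miR-652-3p, 3.08 for miR-708-3p and 3.12 for miR-500-3p, and, from the erythrocyte list, 1.41 for miR-15b-5p and 1.53 for miR-486. The size of the change of miR-500-3p rests in part on EXO1 replicate 1, with 1 read there and 136 and 225 in replicates 2 and 3. The same holds for miR-708-3p, with 2 reads there and 64 and 77 in replicates 2 and 3.

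Erythrocyte miRNAs had higher values in EXO2, with 10 of 10 log2 fold changes above 0. Scaling shifts all miRNAs of a library nearly alike. It therefore does not account for the list median lying 2.03 above that of all miRNAs tested (log2). This difference, 1.48 to 2.31 over all alternatives, could hardly change with the scaling, so its range is no further test of it. With a minimum of 10 in at least 3 libraries, which leaves out low miRNAs, the list lay 1.52 above the median of all miRNAs (-0.055). Reads taken up by muscle miRNAs in EXO1 do not account for the higher erythrocyte values either. Outside the muscle list, the lowest EXO2 library still held 13.3 percentage points more erythrocyte reads than the highest EXO1 library. Red cell RNA in the plasma, from ruptured cells or from vesicles that red cells release, may be a source, since the 6 members that the study did not pick from these libraries also lay above all miRNAs, by 1.63 in their median, although miR-144-5p stood lowest of them at 0.67. This does not single out red cells, since the brain list, with 4 of its 17 members picked by the study, lay 1.02 above all miRNAs. The let-7 list lay 1.17 above, and whether its reads came from red cells was not tested. A change in red cells or their vesicles caused by melatonin and a difference in blood handling were not tested and both stay open.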

How the results depend on the processing

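The tests with array quality weights and with a minimum of 10 in at least 3 libraries, and the splits of the libraries, were chosen only after the result was seen. The DESeq2, edgeR, voom and filterByExpr alternatives set for counts were not run, because 5 of the 6 libraries held too few low values for the rule that admits them, although the values are whole multiples of 1 step. Of 1144 log2 fold changes of 64 named miRNAs under the alternatives, 1131 kept their direction and 10 of these passed an adjusted p of 0.05, which none did with all libraries and the settings of the text. The others reversed, and the cause was not tested: miR-1-3p (-2.63 to 1.79 without 1 library); miR-126a-3p (-0.049 with RLE size factors and -0.084 to 0.61 without 1 library); miR-133a-3p (-2.25 to 0.81 without 1 library); miR-144-5p (-0.096 with RLE size factors and -0.26 to 0.40 without 1 library); miR-208a-3p (-1.12 with array quality weights and -0.12 to 2.48 without 1 library); miR-23a-3p (-0.58 to 0.069 without 1 library); miR-496-3p (-0.094 to 2.65 without 1 library). With the minimum of 10, 8 of the 64 had no value, and the pancreas and miR-466 lists had too few members to be tested. The 0 miRNAs past an adjusted p of 0.05 became 1 with each miRNA on its own variance, 5 with array quality weights and 0 to 2 without 1 library. The 54 past the thresholds of the methods became 31 (8 higher) with library totals only, 116 (43 higher, 73 lower) with array quality weights, 44 (17 lower) with the minimum of 10, and 29 to 103 without 1 library (12 to 31 higher, 17 to 72 lower), and was 41 to 63 under the remaining settings. With the replicate block, 41 passed those thresholds and 2 an adjusted p of 0.05, miR-1b and miR-206-3p. The values showed no pairing of the libraries by replicate number, as the deviations of same-numbered libraries correlate at -0.0355, 0.0552 and -0.117. Of all libraries, EXO1 replicate 2 alone correlates best with its own number. These correlations cannot tell how the samples were handled or numbered. The median log2 fold change of all miRNAs moved by 0.15 with library totals, -0.12 with RLE factors, 0.11 and 0.22 with TMM factors without the 10 most abundant and without the erythrocyte miRNAs, and 0.50 with the minimum of 10. The platelet median of -0.082 turned to 0.23 with library totals, 0.046 and 0.21 with those TMM factors, and -0.32 to 0.027 without 1 library. The leukocyte median of 0.12 turned to -0.082 with RLE factors and -0.14 to 0.67 without 1 library, and the pyroptosis median to -0.043 to 0.50 without 1 library. The pancreas list (median -3.20) passed for one direction with array quality weights (median -3.63) and without EXO1 replicate 1 (medians -4.80 to -1.89 without 1 library). For either direction, the Dlk1-Dio3 list no longer passed with the replicate block (adjusted p = 0.169 from limma's fry) or with the minimum of 10 (0.0524), and had 0.00121 to 0.128 without 1 library, and the pyroptosis list no longer passed with library totals (adjusted p = 0.615), RLE factors (0.1000) or the replicate block (0.0799), with 0.000668 to 0.222 without 1 library. Lists that did not pass for either direction did so in some settings (adjusted p of fry in limma): erythrocyte (0.0112 with array quality weights, 0.0196 to 0.314 without 1 library); platelet (0.00916 with array quality weights, 0.00398 to 0.583 without 1 library); leukocyte (0.0473 with TMM factors without the erythrocyte miRNAs, 0.00150 with array quality weights, 0.00105 to 0.498 without 1 library); liver (0.0444 to 0.498 without 1 library); pancreas (0.0363 with pseudocount 0.1, 0.00913 with array quality weights, 0.00366 to 0.157 without 1 library); brain (0.0156 with TMM factors without the 10 most abundant miRNAs, 0.000120 with TMM factors without the erythrocyte miRNAs, 0.000576 with each miRNA on its own variance, 0.000137 with array quality weights, 9.4e-06 to 0.377 without 1 library); vascular and mesenchymal (0.0149 to 0.359 without 1 library). Over all alternatives, the medians of these lists moved by more than 1.5 times, and the cause was not tested: platelet -0.43 to 0.23, leukocyte -0.14 to 0.67, liver -1.30 to -0.039, muscle -2.63 to -0.15, pancreas -5.37 to -1.89, brain 0.078 to 1.58, Dlk1-Dio3 cluster -1.69 to -0.45, miR-466 family -4.11 to -0.78, let-7 family 0.36 to 0.92, pyroptosis -0.043 to 0.56. Among the 10 most abundant miRNAs, 5 were shared in place of 12 of 20. The other lists kept their direction and their side of the threshold for one direction in each alternative. The log2 ratio of miR-451-5p to miR-23a-3p stayed higher in EXO2 in the settings where it was computed again, by 1.56 to 3.27 without 1 library, 2.45 with a pseudocount of 0.5, 1.45 against let-7g-5p and 1.89 for miR-486 in place of miR-451-5p, where the groups overlap (4.06 in EXO1 replicate 1, 3.92 in EXO2 replicate 1, 2-sided exact permutation test, p = 0.2). The libraries can be split 3 against 3 in 10 ways, too few for a share under 0.05. The real split gave 54 miRNAs past the thresholds of the methods (highest other split 27, so 1 of 10 as high), 0 past an adjusted p of 0.05 (highest other 5, so 10 of 10 as high), 2 lists for either direction (highest other 0, 1 of 10 as high) and 0 for one direction (highest other 0, 10 of 10 as high). The 2 lists of the real split hold members that the study had picked from these libraries. These were 11 of 53 in the Dlk1-Dio3 list and 1 of 5 in the pyroptosis list. The splits that put EXO1 replicates 1 and 2 with an EXO2 library gave 3 to 5 miRNAs past an adjusted p of 0.05. Of the splits that put EXO1 replicate 1 with a pair of EXO2 libraries, 2 gave 1 each.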

Differences from the paper's values

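In this part, the test with array quality weights was chosen only after the result was seen. The miRNAs higher in EXO2 at the stated thresholds (fold change over 1.5, p under 0.05 without adjustment) were 24 here and 12 according to the paper, and the lower ones were 30 here and 47 according to the paper, while the totals, 54 here and 60 in the paper's text, differ by less than 1.5 times. The paper's methods give Student's t-test for these p-values and also name edgeR, whereas the counts here are from limma on log2(value + 1). With each miRNA on its own variance, which is Student's t-test on the same log2 values, 32 were higher and 21 lower, further from the paper's counts. On this scale the choice of that test therefore does not account for the difference. Whether edgeR or another scale of the values does was not tested. The paper's counts of 12 and 47 add up to 59. The volcano plot shows about 14 higher and about 49 lower points in Fig. 8A, read by eye, against 24 and 30 here. Among the alternatives set before the data were examined, the higher count lay within 1.5 times the paper's 12 with library totals only (8), RLE size factors (18), the replicate block (17) and without EXO2 replicate 1, 2 or 3 (17, 14 and 12), and outside it under all the others. The lower count lay within 1.5 times the paper's 47 with RLE size factors (42), a pseudocount of 0.5 (33) or 0.1 (32) and without EXO1 replicate 3 (46), and outside it under all the others. For the points of Fig. 8A, the higher count lay within 1.5 times with RLE size factors, the replicate block, a pseudocount of 0.1 (21) and without EXO2 replicate 1, 2 or 3, and the lower count with RLE size factors, a pseudocount of 0.5 and without EXO1 replicate 1 (72) or 3, and both outside it under all the others. The paper's total of 60 was reached with RLE size factors and with TMM factors without the 10 most abundant miRNAs (60 each).

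Of the paper's miRNAs that did not pass these thresholds here, miR-129-2-3p of Table 1 passed with library totals only and without EXO2 replicate 3, and miR-496-3p passed in no setting. Of the 47 of Table 2, 19 did not pass here, of which 18 passed in at least 1 other setting and miR-17-2-3p in none: 11 without EXO1 replicate 3, 7 without EXO1 replicate 1, 4 each with library totals only and with RLE size factors, 3 each without EXO1 replicate 2 and with a pseudocount of 0.1, 2 each with a pseudocount of 0.5 and without EXO2 replicate 2, 1 each with no filter, with every row kept, with the replicate block and without EXO2 replicate 3, and 7 with array quality weights, which were chosen after seeing the values. Table 1 heads its values as log2 fold changes, but 12 of 12 equal the linear ratio of the deposited group levels within 0.005 and 0 equal their log2 difference, whereas in Table 2 the log2 difference is met by 47 of 47. Compared on these scales with the ratios of group means computed here, 8 of 11 values of Table 1 lay within 0.05 and 10 within 10% of the paper's, and the largest difference was 73.5, for miR-496-3p (202 here, 128.13 in the paper). Of 29 values of Table 2, 15 lay within 0.05 and 29 within 10%, with a largest difference of 0.70. The other 19 miRNAs were at 0 throughout a group (1 of Table 1 and 18 of Table 2), so only a lower bound could be set beside the paper's value.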

Other observations

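The tests in this part on miR-1b and on the floor of Table 2 miRNAs were chosen only after the result was seen, whereas the lists were fixed before, although after many members of the paper's tables had been read. miR-1b and miR-1-3p, close copies of the muscle miR-1 family, did not keep 1 ratio. The log2 ratio of miR-1b to miR-1-3p was 7.19, 7.22 and 6.89 in EXO1 and lay between 2.95 and 4.55 in EXO2, a difference of -3.47 (2-sided exact permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). miR-1-3p itself had 20632, 745 and 43.5 normalized CPM in EXO1 replicates 1, 2 and 3 and 649.5, 505 and 766 in EXO2, a log2 fold change of -0.48 (standard error 1.43, adjusted p = 0.864 from limma). Platelet miRNAs had no common direction, with 4 of 8 above and 4 below 0, a median log2 fold change of -0.082 and a mean of -0.0091, and an adjusted p = 0.912 by fry of limma. Platelet miRNAs took 0.612%, 10.7% and 15.8% of the reads in EXO1 and 4.66%, 4.33% and 4.00% in EXO2. The 4 measured miRNAs of the miR-466 family had a median of -2.44 (-3.39 with those at 0 in EXO2 at their bound, adjusted p = 0.336 by fry of limma), and -0.78 without EXO1 replicate 1. All 4 are in Table 2, so the study had picked them from these libraries as lower and their direction is not independent evidence. The liver list had a median of -0.65 over 5 members (adjusted p = 0.353 by fry of limma) and the muscle list -0.61 over 9 (adjusted p = 0.728), and leaving out 1 library moved these medians to -1.30 to -0.14 and to -2.63 to -0.15. The miR-290 cluster, with 2 members measured, was not tested as a list. Of the erythrocyte list, 4 of 10 members passed an adjusted p of 0.05 when adjusted over the list alone, and the study had picked 4 of the 10 from these libraries.

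Many miRNAs of the Dlk1-Dio3 cluster were read in some EXO2 libraries and not in others. Of 53 miRNAs tested, 29 reached 10 normalized CPM in some EXO2 library, and 18 of these were at or under the 3-read floor in another EXO2 library. Over all miRNAs whose highest EXO2 value was 10 to 100, this held for 81 of 132, and a difference of the cluster from these was not tested. At or under the floor in all 3 libraries were 20 miRNAs of the cluster in EXO2 and 3 in EXO1.

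miR-1b took most reads of EXO1 replicate 1. Of the 8 other muscle miRNAs, 6 stood above their level in the other libraries there and the median of the 8 was 3.51 above that of all miRNAs (log2), so muscle RNA in that library may be a source, although the heart muscle members miR-208a-3p and miR-208b-3p lay below, at -2.72 and -1.76. Muscle RNA with the make-up of the other libraries is argued against, as the log2 ratio of miR-133a-3p to miR-1b was -9.87, a difference of -3.02 from the lowest of the other 5 libraries (SD 1.37 over them), although the ratio of miR-1b to its close copy miR-1-3p there was like that of the other EXO1 libraries. Preferential ligation or amplification of miR-1b in that library, and a difference between the rats, were not tested.

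Among the miRNAs of Table 2, 31 were at or under the 3-read floor in every EXO2 library. At the EXO1 mean, a median of 63.8 reads would be expected in EXO2 replicate 3, which argues against lower depth of the EXO2 libraries. A signal of 1 EXO1 library alone is argued against as well, since 30 of the 31 were above the floor in at least 2 EXO1 libraries. However, in 22 of the 31 a single EXO1 library held over 2 times the sum of the others, replicate 1 in 17 of them. For these 22 the mean rests mostly on that library. The expected reads therefore do not settle the question of depth at the level of the other EXO1 libraries. Dropout of low-level miRNAs from single libraries may contribute: of 132 miRNAs whose highest EXO2 value was 10 to 100, 81 (61.4%) were at or under the floor in another EXO2 library, against 68 of 158 (43.0%) in EXO1. An effect of melatonin on the loading of these miRNAs was not tested and stays open.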
